# The tomato WRKY-B transcription factor modulates lateral branching by targeting *BLIND*, *PIN4*, and *IAA15*

**DOI:** 10.1093/hr/uhae193

**Published:** 2024-07-11

**Authors:** Huanhuan Yang, Ke Zhou, Qingfei Wu, Xinyi Jia, Hexuan Wang, Wenhui Yang, Lihao Lin, Xiaomeng Hu, Bingqing Pan, Ping Li, Tingting Huang, Xiangyang Xu, Jingfu Li, Jingbin Jiang, Minmin Du

## Abstract

Lateral branching is a crucial agronomic trait that impacts crop yield. In tomato (***Solanum lycopersicum***), excessive lateral branching is unfavorable and results in substantial labor and management costs. Therefore, optimizing lateral branching is a primary objective in tomato breeding. Although many genes related to lateral branching have been reported in tomato, the molecular mechanism underlying their network remains elusive. In this study, we found that the expression profile of a *WRKY* gene, *WRKY-B* (for *WRKY-BRANCING*), was associated with the auxin-dependent axillary bud development process. *Wrky-b* mutants generated by the CRISPR/Cas9 editing system presented fewer lateral branches, while *WRKY-B* overexpression lines presented more lateral branches than did wild-type plants. Furthermore, WRKY-B can directly target the well-known branching gene *BLIND* (*BL*) and the auxin efflux carrier gene *PIN4* to activate their expression. Both the *bl* and *pin4* mutants exhibited reduced lateral branching, similar to the *wrky-b* mutant. The IAA contents in the axillary buds of the *wrky-b*, *bl*, and *pin4* mutant plants were significantly higher than those in the wild-type plants. In addition, WRKY-B can also directly target the AUX/IAA gene *IAA15* and repress its expression. In summary, *WRKY-B* works upstream of *BL*, *PIN4*, and *IAA15* to regulate the development of lateral branches in tomato.

## Introduction

Plant architecture plays a crucial role in shaping plant morphology and influencing agricultural productivity. It is determined by factors such as plant height, branching patterns, leaf morphology, and panicle structure [1]. Developing an optimal plant architecture is vital for enhancing crop yield through progressive crop domestication [2]. During the process of crop domestication, characteristics like lateral branching were favored through selective breeding [3]. Domesticated crop plants often exhibit reduced axillary branching numbers and angles compared to their wild counterparts, making them more suitable for dense cultivation and higher yields [4, 5]. For instance, the evolution of cultivated maize from wild teosinte involved a shift from a multibranched to a branchless architecture, largely due to a mutation in the *TB1* (*Teosinte Branched 1*) gene [6, 7]. Similarly, cultivated rice plants are characterized by fewer tillers due to long-term artificial selection and domestication, while wild rice plants exhibit a sprawling growth pattern with multiple tillers. *OsTB2* and *PROSTRATE GROWTH 1* (*PROG1*) were artificially selected during rice domestication [8]. Therefore, further elucidation of the specific molecular mechanisms regulating branching is highly important for understanding plant domestication and for improving crop genetics.

The development of lateral branches in plants is controlled by an intricate regulatory network consisting of two main processes: the initiation of axillary meristem (AM) and the outgrowth of the axillary bud [9, 10]. Over the years, researchers have discovered many essential genes that play a role in regulating lateral branch development in various plant species including rice, *Arabidopsis*, peas, *Camellia sinensis* and other plants [11–15]. These genes can be grouped into three categories according to their influence on the stages of lateral branch development. The first category encompasses genes associated with AM formation, including *LATERAL SUPPRESSOR* (*LAS*) and *Lax Panicle 1* (*LAX1*) in rice, as well as *Regulator of Axillary Meristems 1* (*RAX1*) in *Arabidopsis*. *LAS* is a member of the GRAS transcription factor family [16]. The lack or disruption of *LAS*, along with its orthologous genes such as lateral suppressor (*LS*) in tomato and *MONOCULM1* (*MOC1*) in rice, leads to the absence of AM, branches, or tillers. This finding indicated a high level of conservation in the gene functionality [17, 18]. In rice, the *LAX1* gene encodes a bHLH transcription factor, and its mutation results in a decrease in panicle and tiller numbers [19]. The *RAX1* gene, which regulates AM formation in *Arabidopsis*, is homologous to *BLIND* (*BL*) in tomato and is part of the R2R3 subclass of the MYB gene family [20, 21]. The second category includes genes implicated in axillary bud outgrowth, such as *More Axillary Growth* (*MAX*) and *TERMINAL FLOWER 1* (*TFL1*). *MAX* genes play a crucial role in the biosynthesis and signal transduction of strigolactones, which are key regulators of lateral bud growth in *Arabidopsis* [22]. On the other hand, *TFL1*, a gene encoding a homologous protein to the phosphatidylethanolamine binding protein (PEBP), has been identified as the master regulator of lateral bud activation in *Arabidopsis* [23]. The third category includes genes that affect both the formation and outgrowth of lateral buds, such as *Supershoot* (*SPS*), *Bushy* (*BUS*), and *TB1*. *SPS* and *BUS* belong to the cytochrome P450 family, with the ability to regulate lateral branching through influencing AM initiation and growth [24, 25]. The function of *TB1* in maize, rice and *Arabidopsis*, as described above, is conserved, and all of these genes are involved in AM formation and lateral outgrowth [26].

Hormones are also essential for the development of lateral branches and buds. Studies have demonstrated that hormone levels regulate the dormancy of lateral buds. Auxin (indole-3-acetic acid, IAA) plays a role in inhibiting lateral bud growth by sustaining apical dominance, while cytokinins are involved in promoting lateral bud growth [27, 28]. Gibberellins (GAs) and brassinosteroids (BRs) have contrasting effects on lateral bud growth, with GAs inhibiting and BRs promoting their development [29, 30]. Furthermore, strigolactones (SLs) function as signaling molecules that operate over long distances to suppress the development of branches. These molecules interfere with the polar transport of IAA and can also trigger the expression of *TB1*/*BRC1* genes, which in turn inhibits the growth of lateral buds [31–33]. In cucumber, *CsBRC1* promotes the accumulation of auxin in axillary buds by directly inhibiting *CsPIN3* function, thereby inhibiting the growth of lateral buds [34].

Excessive branching in various horticultural crops like tomato (*Solanum lycopersicum*) can result in nutrient and light competition, ultimately decreasing crop yield. To enhance both yield and quality, it is necessary to manually eliminate additional branches in tomato cultivation, particularly for fresh market tomatoes. To date, many genes regulating lateral branch development have been reported in tomato. For instance, two *BRC1* paralogs identified in tomato, named *SlBRC1a* and *SlBRC1b*, exhibit specific expression patterns in axillary buds. Notably, only *SIBRC1b* is crucial for the outgrowth of lateral buds, whereas *SIBRC1a* is not [35]. The *LS* and *BL* genes are involved in lateral branch development by affecting AM initiation [36]. Meanwhile, miR156a has been found to target seven *SPL* genes, impacting fruit yield and the formation of lateral branches in tomato [37]. The transcription factor *SlTCP26* influences auxin and abscisic acid pathways to diminish apical dominance and activate lateral bud dormancy, thereby enhancing the growth of lateral branches [38]. Mutagenesis of the DNA methyltransferase gene *SlCMT4* causes an increase in lateral branches [39].

Herein, expression pattern analysis revealed that a *WRKY* gene (*Solyc02g071130*) was strongly associated with the auxin-dependent axillary bud development process. *Wrky-b* mutants exhibited reduced lateral branches, while the *WRKY-B* overexpression lines produced many more lateral branches. Furthermore, by combining chromatin immunoprecipitation sequencing (ChIP-Seq), transcriptome sequencing (RNA-Seq), and biochemical analyses, we found that WRKY-B can directly bind the promoters of *BL*, *PIN4*, and *IAA15*, thus regulating AM initiation and lateral bud outgrowth.

## Results

### WRKY-B is an auxin-induced transcription factor

We measured IAA (indole-3-acetic acid) levels at various developmental stages in the axillary buds. The results showed that the endogenous IAA content decreased significantly with the early elongation of axillary buds. The content of IAA was found to be highest in the 0.5 cm long axillary buds, which then decreased sharply in the 1 cm long axillary buds. The IAA content further decreased in the 2 cm long auxiliary buds, but the latter decrease was smaller (Fig. 1a). *WRKY-B* (*Solyc02g071130*) was found to have an expression pattern corelated to the change in IAA content during axillary bud development, with a gradual decrease in expression level with increasing axillary bud growth (Fig. 1b). Furthermore, transcription levels of *WRKY-B* were significantly induced by exogenous auxin (Fig. 1c), suggesting that *WRKY-B* may be involved in auxin-dependent axillary bud development. Sequence analysis revealed that WRKY-B encodes a protein of 317 amino acids, and phylogenetic analysis revealed that *WRKY-B* clustered closely with *AtWRKY28*, *AtWRKY8*, and *AtWRKY71* (Fig. S1, see online supplementary material). Transgenic tomato plants harboring *ProWRKY-B*::*GUS* were also constructed to confirm the expression pattern in the axillary buds. Consistent with the change in IAA content during axillary bud development, GUS staining showed that the expression of WRKY-B was highest in the 0.5 cm long axillary buds and gradually decreased as the buds grew (Fig. 1d), indicating that *WRKY-B* expression was higher in the younger axillary buds. To achieve a comprehensive spatiotemporal expression profile of *WRKY-B*, the expression levels of the *WRKY-B* gene were evaluated using qRT-PCR. *WRKY-B* was ubiquitously expressed in various tissues, with the highest expression in roots followed by axillary buds (Fig. 1e). Furthermore, transcriptional activity assay and subcellular localization experiment showed that WRKY-B had the activation activity (Fig. 1f) and was exclusively localized to the nucleus (Fig. 1g), consistent with the defining features of a typical transcription factor.

**Figure 1:**
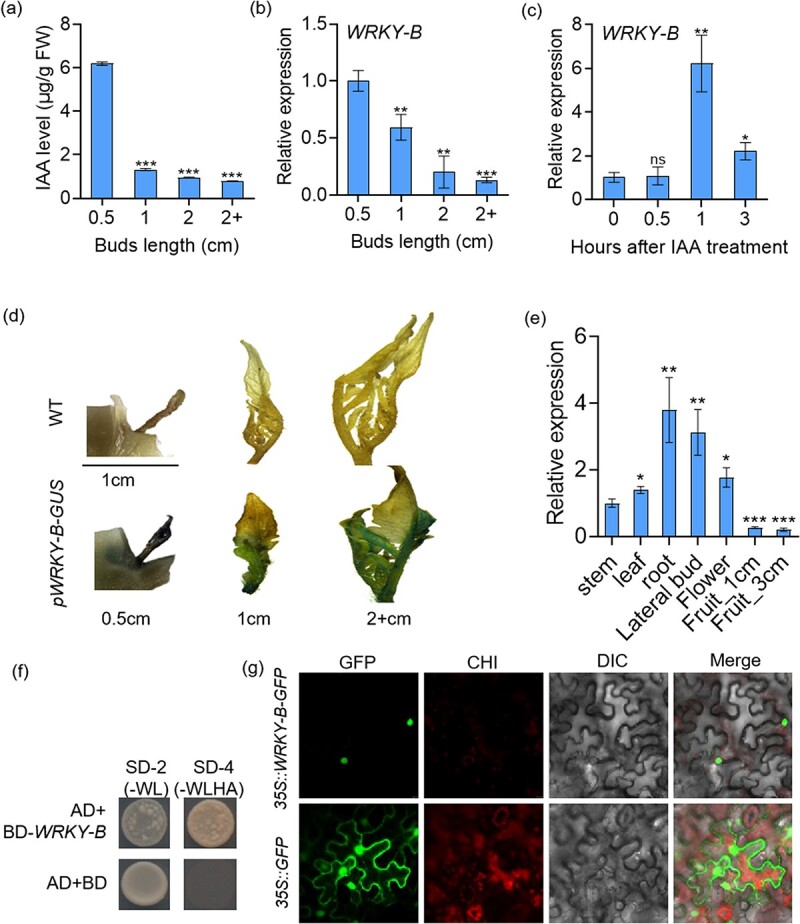
*WRKY-B* is associated with the auxin-dependent axillary bud development process. **(a)** The content of endogenous IAA in the indicated length of axillary buds at the second node of wild-type tomato plants 45 d after sowing in the greenhouse. **(b)** Expression levels of *WRKY-B* in the indicated length of axillary buds at the second node of wild-type tomato plants 45 d after sowing. **(c)** Time course of *WRKY-B* expression in wild-type tomato seedlings treated with 50 μM IAA. **(d)** GUS staining of the indicated length of axillary buds at the second node in *ProWRKY-B::GUS* transgenic plants. The indicated length of axillary buds were harvested at the same node from three independent plants. **(e)** Expression levels of *WRKY-B* in different tomato tissues. **(f)** Transcriptional activation activity of WRKY-B in yeast. **(g)** Subcellular localization of WRKY-B-GFP in *Nicotiana benthamiana* leaves. Error bars represent the SD of three biological replicates. Asterisks indicate significant differences according to Student’s *t*-test (ns, no significant, ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001)

### WRKY-B regulates the initiation and outgrowth of lateral branches

To understand the role of *WRKY-B* in tomato, the CRISPR/Cas9 system was used to generate *wrky-b* mutants. Two distinct target sites within the first exon region of *WRKY-B* were identified and incorporated into the CRISPR/Cas9 vector (Fig. S2a, see online supplementary material). This resulted in the creation of 12 mutant lines, each exhibiting various mutation types. Sequencing analysis showed that the *wrky-b-c1* line had a single base deletion at the first target site, leading to a frameshift in the open reading frame accompanied by premature translation termination. Similarly, the *wrky-b-c2* line had a one-base deletion at the first target site and two-base deletions at the second target site, causing a frameshift in the open reading frame and premature translation termination as well (Fig. S2a, see online supplementary material). Moreover, *WRKY-B* expression was barely detectable in these two mutants (Fig. S2b, see online supplementary material), indicating that these mutants were loss-of-function mutants. We subsequently selected these two independent mutant lines for further study.

The WT plants began to produce axillary buds 21 d after sowing, while the *wrky-b-c1* mutant began to produce axillary buds 35 d after sowing (Fig. 2a), indicating a slower initiation of axillary bud formation in the *wrky-b* mutant than in WT plants. Quantitative analysis of the branching pattern revealed that 45 d after sowing, the *wrky-b* plants formed only one to three axillary buds that were less than 2 cm in length on the examined nodes, while the WT plants produced seven to nine axillary buds, most of which were greater than 2 cm in length (Fig. 2b). Furthermore, time-course analysis conducted from 35 to 48 d after sowing revealed that the outgrowth rate of axillary buds in the mutant was much slower than that in WT plants, resulting in a shorter axillary bud length in the mutant than in the WT (Fig. 2c). In addition, we generated *35S::WRKY-B-GFP* (*WRKY-B-GFP*) plants in which the *WRKY-B* expression level was significantly greater than that in the WT (Fig. S2b, see online supplementary material). *WRKY-B-GFP* transgenic lines produced more lateral branches than WT plants, while the *wrky-b* mutants exhibited fewer lateral branches (Fig. 2d). Similarly, at 45 d after sowing, the maximum length of lateral branches in WT plants was approximately 7.0 cm, whereas it was around 9 cm for *WRKY-B-GFP* transgenic lines and only 2.5 cm for *wrky-b* mutants (Fig. 2e). Taken together, these data suggested that WRKY-B plays a positive role in regulating the initiation and outgrowth of lateral branches in tomato.

**Figure 2:**
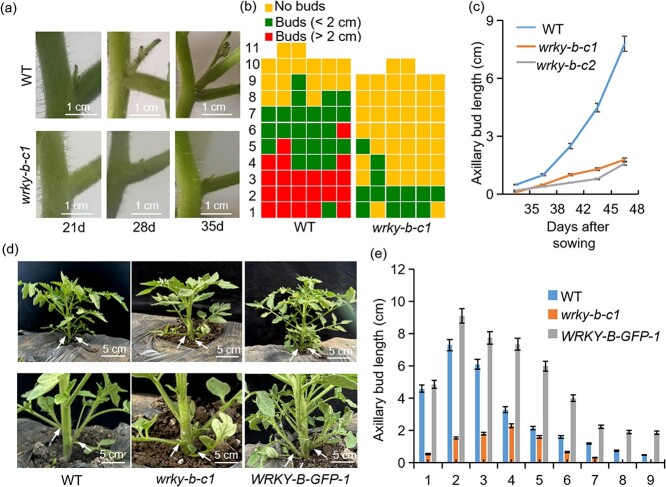
WRKY-B promotes axillary buds development. **(a)** Phenotypes of axillary buds at the second node of WT and *wrky-b* mutants. 21d, 28d, and 35d, respectively represent indicated days after sowing. **(b)** Diagrammatic data showed the development of axillary buds in different nodes in WT and *wrky-b* mutants 45 d after sowing. Each row represents a node in tomato. Each column represents an individual plant of WT or *wrky-b* lines. **(c)** The axillary bud length at the sixth node was measured at the indicated time. Each dot indicates the mean value of the axillary bud length of six individual plants at the sixth node at the indicated time. **(d)** Representative images of WT, *wrky-b* mutants and *WRKY-B-GFP* overexpressing transgenic lines 45 d after sowing. The arrows indicate an axillary bud. Scale bars represent 5 cm. **(e)** The length of each axillary bud in WT, *wrky-b* mutants and *WRKY-B-GFP* overexpressing transgenic lines 45 d after sowing from the first to ninth nodes. Error bars represent the SD of three biological replicates in (c and e). Scale bars represent 1 cm in (a), and 5 cm in (d).

### WRKY-B regulates the expression of genes involved in lateral branching and auxin-related pathway

Transcriptome analysis was conducted on WT plants and *WRKY-B-GFP* transgenic plants to investigate the role of *WRKY-B* in regulating the development of axillary buds. The RNA-Seq analysis involved extracting total RNA from axillary buds of both types of plants at the sixth nodes during the 45-d-old seedling stage. 

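The RNA-Seq data analysed here comprised 9 libraries in 3 sets of 3. One set came from WRKY-B-GFP overexpression plants, with libraries named OE1, OE30 and OE9, and the others were control sets named CK1 and CK2. The numbers in OE1, OE30 and OE9 may be those of 3 transgenic lines, which the sources used here do not state. If so, each line has 1 library, and the spread within WRKY-B-GFP includes any difference between lines. The OE libraries were taken as WRKY-B-GFP because the paper's Data Set S1 gives the name OE_9 to the ChIP-Seq sample of these plants. The sample labels do not match the paper on plant material. They give the cultivar of control CK1 as monomaker and that of control CK2 and WRKY-B-GFP as Compound raceme, and they give the tissue as bud for the control sets and as flower for WRKY-B-GFP, while the paper names Ailsa Craig and axillary buds throughout. The cultivar and the tissue therefore remain unsettled. By the labels, WRKY-B-GFP differs from both control sets in tissue and from control CK1 in cultivar as well. The labels do not say which control set is the WT of the paper. By a rule fixed before the data were examined, control CK2 was taken as that WT, since over 479 genes of Data Set S1 the paper's published fold changes and those computed here against control CK2 differed by a median of 0.035 on the log2 scale (Pearson r = 0.992 across genes, which are not independent replicates), against 0.682 over 463 genes for control CK1 (r = 0.883). Results are given against control CK2 first and then against control CK1.

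The authors deposited FPKM (fragments mapped to a transcript, corrected for its length and for the size of the library) for 33989 gene models. The submitters' notes name HISAT2, Bowtie2, RSEM and DESeq2 without saying which step each one served. Where positions are given, they refer to build SL3.0, while the paper names SL4.0. Read totals were not given, so the sequencing depth of each library is unknown. FPKM summed to 743707 to 769380 in the control libraries and to 615715 to 684351 in the WRKY-B-GFP libraries. Across 26296 gene models, Pearson's r of log2(FPKM + 0.1) between libraries of one set was 0.974 to 0.977 in both control sets and 0.948 to 0.959 in WRKY-B-GFP. Between sets it was 0.701 to 0.726 for the control sets, 0.749 to 0.801 for WRKY-B-GFP and control CK1, and 0.604 to 0.635 for WRKY-B-GFP and control CK2. Because FPKM values are not counts, differences were tested with limma-trend on log2(FPKM + 0.1), over gene models at 0.5 FPKM or more in at least 3 libraries of the comparison. Fold changes are differences between group means on this scale. The added 0.1 understates the change of genes with low values. Where libraries of a set differ, a mean of logarithms lies below the logarithm of the mean. A printed fold change can therefore also exceed the log2 ratio of the mean FPKM, where the lower set varies more.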

Each sample included three biological replicates, resulting in the creation of a total of six libraries for sequencing. Differentially expressed genes (DEGs) were identified between the WT and *WRKY-B-GFP* groups using the criteria of a fold change ≥2 and an FDR-adjusted *P* value <0.05. 

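WRKY-B (Solyc02g071130.3), the overexpressed transcription factor gene, was far higher in every WRKY-B-GFP library than in any control library. Its level was 124.4 ± 71.1 FPKM (SD, n = 3) in WRKY-B-GFP, 0.293 ± 0.185 FPKM (SD, n = 3) in control CK2 and 0.710 ± 0.160 FPKM (SD, n = 3) in control CK1. The WRKY-B-GFP libraries also differed from each other, with 74.0 FPKM in OE1, 93.5 FPKM in OE30 and 205.7 FPKM in OE9. The log2 fold change was 8.31 against control CK2 (standard error 0.54, adjusted p = 3.89e-05 from limma-trend with Benjamini-Hochberg adjustment) and 7.14 against control CK1 (standard error 0.39, adjusted p = 4.13e-05 from the same test). An exact two-sided permutation test gave p = 0.1 against each control set, the smallest p that 3 libraries against 3 allow. WRKY-B differed by −1.17 on the log2 scale between control CK2 and control CK1, which did not pass the test (adjusted p = 0.0510 from limma-trend with Benjamini-Hochberg adjustment).

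**Figure D1:**
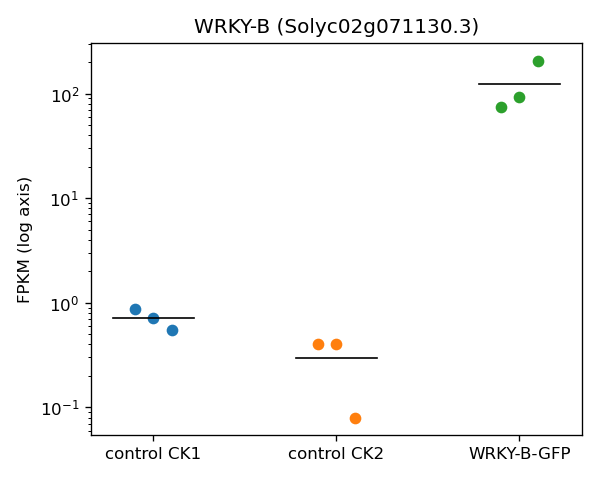
FPKM of WRKY-B (Solyc02g071130.3) in each library, on a log axis, with points for the 3 libraries of each set and a line at their mean. The WRKY-B-GFP libraries lie between 74.0 and 205.7 FPKM and every control library lies below 1 FPKM.

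Against control CK2, 12197 of 24905 gene models tested passed both thresholds, a fold change of 2 or more and an adjusted p under 0.05. Against control CK1, 9595 of 24448 passed. Gene models called against both control sets in the same direction numbered 6678 of the 23233 tested in both, and 108 were called in opposite directions. No table available here pairs the IDs with gene names, so 4 of the largest changes are given by ID. Solyc07g061730.3 was at 331 ± 50.1 FPKM (SD, n = 3) in WRKY-B-GFP and 0.300 ± 0.173 FPKM (SD, n = 3) in control CK2, a log2 fold change of 9.80 (standard error 0.38, adjusted p = 4.46e-06 from limma-trend). In control CK1 it was at 2.27 ± 0.273 FPKM (SD, n = 3), a log2 fold change of 7.12 against that set (adjusted p = 1.14e-06 from limma-trend). Solyc06g053455.1 rose by 9.53 on the log2 scale against control CK2 (standard error 1.14, adjusted p = 0.000490 from limma-trend). This is a mean over control CK2 libraries of which 2 of 3 were at 0 FPKM, and the log2 ratio of mean FPKM was 8.57, with 202.7 ± 93.5 FPKM (SD, n = 3) in WRKY-B-GFP and 0.533 ± 0.924 FPKM (SD, n = 3) in control CK2. Against control CK1, where Solyc06g053455.1 was at 9.89 ± 1.92 FPKM (SD, n = 3), it rose by only 4.27 (adjusted p = 0.000115 from limma-trend). Solyc10g075130.2.1, on chromosome 10 of SL3.0 from 58907576 to 58913455 on the minus strand, fell by 14.13 on the log2 scale against control CK2 (standard error 0.24, adjusted p = 1.78e-07 from limma-trend). It was at 2656 ± 179 FPKM (SD, n = 3) in control CK2 and 0.0533 ± 0.0462 FPKM (SD, n = 3) in WRKY-B-GFP. With 1 of 3 WRKY-B-GFP libraries at 0 FPKM and a mean there below the added 0.1, the size of this fall depends on the added 0.1. The log2 ratio of its mean FPKM was −15.60. In control CK1 Solyc10g075130.2.1 was at 50.1 ± 2.70 FPKM (SD, n = 3), and the log2 fold change against that set was −8.41. Solyc01g005510.3 fell by 13.82 on the same scale (standard error 0.30, adjusted p = 4.33e-07 from limma-trend). In WRKY-B-GFP it was at 0.0367 ± 0.0635 FPKM (SD, n = 3), with 2 of 3 libraries at 0 FPKM, so the size of the fall depends on the added 0.1. The log2 ratio of its mean FPKM was −15.63. It was at 1858 ± 45.0 FPKM (SD, n = 3) in control CK2 but at only 1.09 ± 1.73 FPKM (SD, n = 3) in control CK1.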

In total, 8205 DEGs were identified. 

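In the WRKY-B-GFP plants 6424 gene models were higher and 5773 lower than in control CK2. Relative to control CK1, 4272 were higher and 5323 lower. The paper's counts do not compare directly with these, since the P.Values of its Data Set S1 match another test, an unequal-variance test on FPKM. With an unadjusted p under 0.05 that test, chosen after seeing the values, gave 3330 higher and 4906 lower against control CK2. It left out second gene models of an ID and those added by the authors' pipeline. Of the gene models called against both control sets, 3654 were higher and 3024 lower in WRKY-B-GFP, a balance that turned under 3 alternatives, to 3644 higher and 3766 lower with all 9 libraries in 1 fit, 3109 and 3468 without OE9, and 2834 and 3704 with median-ratio scaling. The control sets themselves differed. Among 11600 gene models called between WRKY-B-GFP and control CK2 and also tested between the control sets, control CK1 differed from control CK2 in the same direction as WRKY-B-GFP for 3961 (34.1%) and in the opposite direction for 371. Both of these comparisons use the same control CK2 libraries, so the calls are not independent. Of the 3961, 1175 were higher and 2786 lower than in control CK2, where independent lists would share 646 and 786, and 20 simulations of unchanged groups gave at most 0. The simulations hold no true change, so that 0 does not show what sharing libraries gives among genes that differ. The correlation of these fold changes was 0.761 across 24115 gene models, which are not independent, and 0.527 in the simulations, and the covariance was 3.078, against 0.054 simulated. The balance between higher and lower genes depended on how the libraries were scaled and on which libraries were included. With FPKM as given, 52.7% of the calls against control CK2 were higher, and with each library scaled by its median ratio, chosen after seeing the data, 4627 were higher and 6989 lower (39.8% higher), since the scaling moved the median log2 fold change by 0.31. Without OE9, 5525 were higher and 6195 lower (47.1% higher). Without OE1 49.3% and without OE30 51.2% were higher. Each of these fits tested fewer gene models, 23917 to 24029 instead of 24905. Against control CK1 the scaled split was 3573 higher and 5924 lower, and without any 1 control CK1 library 53.9% to 54.0% were higher instead of 44.5%. Leaving out any 1 of the 3 control CK2 libraries left 3368 to 3392 lower gene models, because fewer gene models then reached 0.5 FPKM in 3 libraries. The same held for control CK1. Leaving out any 1 of its libraries left 3419 to 3450 lower, with 22806 to 22835 gene models tested instead of 24448.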

There were 3321 significantly upregulated genes and 4884 downregulated genes in the *WRKY-B-GFP* transgenic plants (Fig. 3a and b). Heatmap analysis revealed that 16 auxin response factors (ARFs) and 18 Aux/IAA proteins were significantly differentially expressed in the *WRKY-B-GFP* plants (Fig. S3a, see online supplementary material). A total of seven auxin efflux carrier genes were differentially expressed according to RNA-Seq; among them, *PIN3*, *PIN4*, *PIN1*, and *PIN9* were significantly upregulated in the *WRKY-B-GFP* plants, while *PIN5*, *PIN8*, and *PIN7* were significantly downregulated. Moreover, five auxin influx carriers, *LAX1*, *LAX2*, *LAX3*, *LAX4*, and *LAX5*, were differentially expressed; only *LAX3* was significantly upregulated in the *WRKY-B-GFP* plants, while the other four were significantly downregulated (Fig. S3b, see online supplementary material). Notably, several well-known genes associated with lateral branch development were found among these DEGs. For instance, *RAX2*, *BL*, *BZR1*, *SPL13*, *BRC1b*, and *CKK2* were significantly upregulated in *WRKY-B-GFP* plants, while *D14*, *ABCB19*, *SIGOB*, and *LOG1* were significantly downregulated in *WRKY-B-GFP* plants (Fig. S3c, see online supplementary material). The expression patterns of several selected genes, including *BL*, *BRC1b*, *PIN4*, and *IAA15*, were analysed via qRT–PCR (Fig. 3c). These results were mostly consistent with the trends observed in the above RNA-seq experiments.

**Figure 3:**
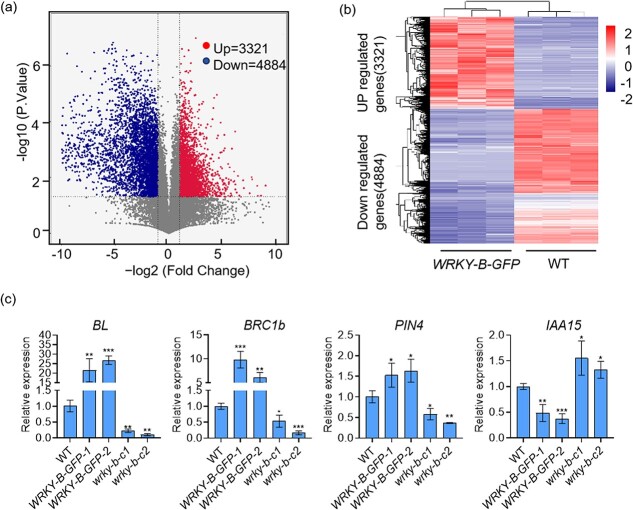
Transcriptome analysis of WRKY-B-regulated genes. **(a)** Volcano plots showing the number of differentially expressed genes (DEGs) regulated by WRKY-B. **(b)** Hierarchical clustering and heatmap analysis of the WRKY-B-regulated DEGs. **(c)** Relative expression of WRKY-B-regulated genes in WT, *wrky-b*, and *WRKY-B-GFP* plants. Error bars represent the SD of three biological replicates. Asterisks indicate significant differences according to Student’s *t*-test (*P < 0.05, **P < 0.01, ***P < 0.001).

### Genome-wide binding profiles of WRKY-B in tomato

Chromatin immunoprecipitation sequencing (ChIP-Seq) analysis was conducted on axillary buds of 45-day-old *WRKY-B-GFP* plants to pinpoint *WRKY-B* binding sites across the genome. The analysis demonstrated that *WRKY-B* binding peaks were notably present in various genomic regions such as introns, exons, promoters, 3’ UTRs, and intergenic regions (Fig. 4a). A significant portion (11.76%) of *WRKY-B* binding peaks were concentrated in promoter regions located 3 kb upstream of the transcription start site (TSS). Further investigation into the WRKY-B binding profile in the promoter region revealed a high enrichment of binding sites in the proximal promoter region, with a peak occurring approximately 200 bp upstream of the TSSs (Fig. 4b). In order to uncover the binding motifs of WRKY-B, de novo motif prediction was carried out through the utilization of Multiple Em for Motif Elimination (MEME) software, utilizing the WRKY-B binding peaks detected via ChIP-Seq analysis. This examination led to the discovery of two distinct motifs: BGGGCCCASN and AAAGTCAACG (Fig. 4c and d).

**Figure 4:**
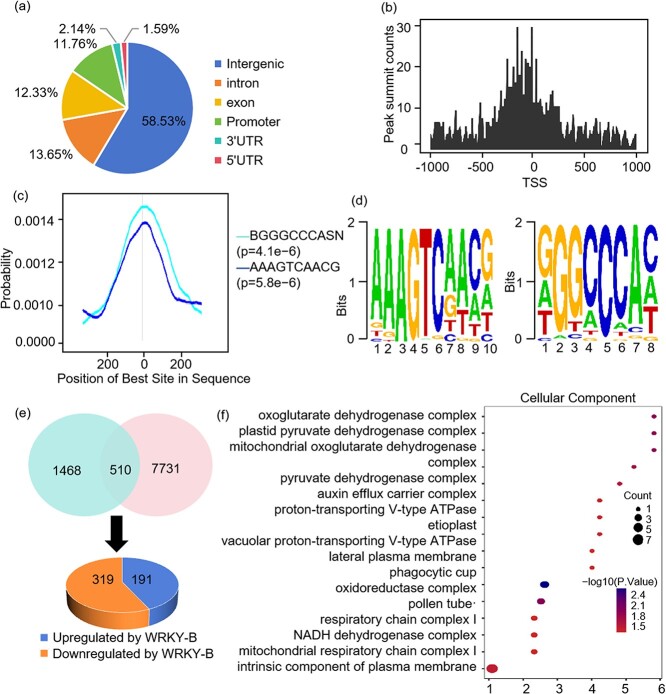
Genome-wide identification of WRKY-B binding sites and motifs. **(a)** Genome-wide distribution analysis of the overlapping WRKY-B binding peaks. **(b)** WRKY-B binding peaks are highly enriched in the 200-bp region immediately upstream of the TSS. The overlapping peaks were used for analysis. **(c)** Binding motifs identified in the overlapping WRKY-B binding peaks. DREME motif search identified two WRKY-B binding motifs (BGGGCCCASN and AAAGTCAACG). Density plots illustrate the dispersion of various WRKY-B binding patterns encompassing the summits of overlapping peaks. The significance level, represented by the *P*-value from a one-tailed binomial test, is enclosed in parentheses. **(d)** Binding motifs identified in the overlapping WRKY-B binding peaks. DREME motif search identified the WRKY-B binding motifs (BGGGCCCASN and AAAGTCAACG). **(e)** Venn diagram showing the overlap of WRKY-B-targeted genes (1978, from ChIP-Seq analysis) and WRKY-B-regulated genes (8241, from RNA-Seq analysis). The genes located in the overlapping region were identified as targets of WRKY-B and were further classified into sets of either upregulated or downregulated genes according to RNA-Seq analysis. **(f)** GO analysis of WRKY-B-targeted genes.

Up to 2243 overlapping peaks were detected from different biological replicates in our ChIP-Seq. These overlapping peaks were assigned to the closest genes, and a total of 1978 genes were identified as potential WRKY-B-bound genes (Data Set SS1, see online supplementary material). RNA-Seq data revealed that 8205 genes were regulated by WRKY-B. Combining the ChIP-Seq and RNA-Seq data, 510 overlapping genes were identified as WRKY-B-targeted genes, which are bound and regulated by WRKY-B (Fig. 4e). Among these genes, 191 (37.5%) were upregulated by WRKY-B, while 319 (72.5%) were downregulated by WRKY-B (Fig. 4e). 

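Of the 510 genes in Data Set S1, 508 had a gene model in the RNA-Seq table, 476 with the same ID and 32 with an added suffix. Against control CK2, 486 of these 508 genes passed both thresholds in the direction listed in Data Set S1 (limma-trend with Benjamini-Hochberg adjustment), and none passed in the opposite direction, out of 492 that reached the minimum FPKM for testing. Against control CK1, 337 passed in the listed direction and 4 in the opposite direction, out of 469 tested. With both control sets pooled, 402 passed in the listed direction. The study chose the list for a change between the WRKY-B-GFP libraries and a control whose values match those of control CK2, so these counts are not independent evidence of its direction, and the choice favours calls against control CK2 over calls against control CK1. Of 482 genes of the list tested between the control sets, control CK1 differed from control CK2 in the listed direction for 137 and in the opposite direction for 24. Independent lists would share 64 in the listed direction. In 20 simulations of unchanged groups at most 0 were called, which follows from their lack of any true change and is no baseline for changed genes. The counts of 137 and 24 share the control CK2 libraries with the choice of the list, so they are not independent of it. The ChIP-Seq data behind the other side of the overlap were not analysed here. From the overlap of genes near WRKY-B binding peaks with genes that changed in the WRKY-B-GFP plants, the paper concludes that WRKY-B both binds and regulates these genes. For BL, PIN4 and IAA15 the paper adds binding, reporter and qRT-PCR assays, which were not analysed here.

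**Figure D2:**
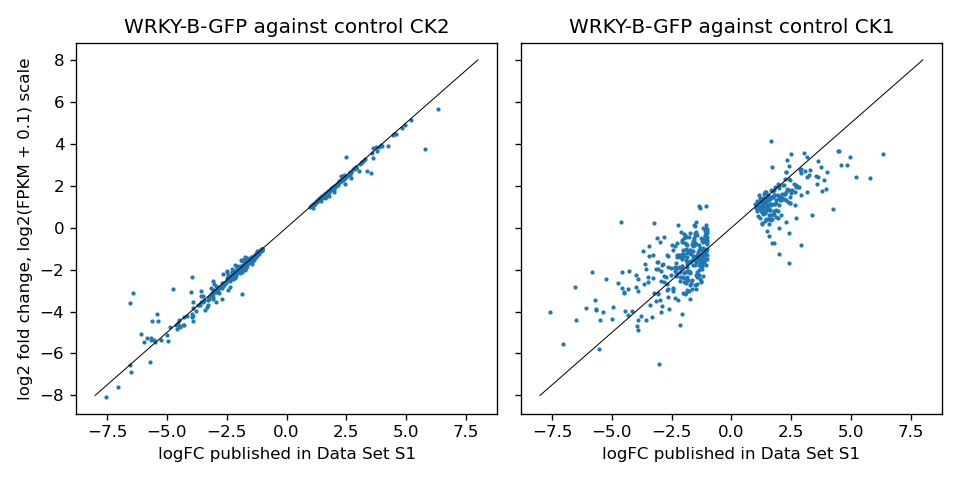
Log2 fold change on the log2(FPKM + 0.1) scale in WRKY-B-GFP against the logFC that the paper published in Data Set S1, for control CK2 on the left (479 genes) and control CK1 on the right (463 genes). Each point is a gene, the line marks equal values, and 18 genes with a published logFC beyond 8 in size are left out; the median absolute difference from the published value is 0.035 on the left and 0.682 on the right.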

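The genes called in the RNA-Seq data against control CK2 comprised 181 that were higher and 305 that were lower in WRKY-B-GFP. Against control CK1, 128 were higher and 213 lower. The higher counts depended on the test, since an unequal-variance test on FPKM, chosen after seeing the data, with Benjamini-Hochberg adjustment gave 100 higher and 259 lower against control CK2, and 53 higher and 170 lower against control CK1. Over the 184 genes listed as upregulated that were tested against both control sets, the median log2 fold change was 1.78 against control CK2 (interquartile range 1.42 to 2.43) and 1.33 against control CK1 (interquartile range 0.85 to 1.92). Over the 284 genes listed as downregulated that were tested against both sets, it was −1.91 against control CK2 (interquartile range −2.86 to −1.43) and −1.70 against control CK1 (interquartile range −2.54 to −1.06). The difference between the control sets in these medians was not tested, and the list, chosen for a change against a control that matches control CK2, favours the larger medians there.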

The 510 overlapping genes were further classified and characterized based on the functional terms annotated in the Gene Ontology (GO) database. GO enrichment analysis demonstrated that these genes were significantly enriched in terms such as the auxin efflux carrier complex, proton-transport V-type ATPase, and vacuolar proton-transport V-type ATPase (Fig. 4f).

### WRKY-B directly activates the expression of *BL* during the development of lateral branches

In order to provide further insight into the regulatory mechanism of WRKY-B, our study delved into its modulation of downstream gene expression. The tomato *BL* gene, a member of the MYB transcription factor gene family, plays a crucial role in controlling lateral meristem initiation to influence lateral branch development. Our analysis of RNA-Seq and ChIP-Seq data unveiled the *BL* gene as a target of WRKY-B (Data Set SS1 and Fig. S4, see online supplementary material). Subsequent qRT-PCR showed that the expression of *BL* was notably downregulated in *wrky-b* mutants compared to WT, while it was significantly upregulated in *WRKY-B-GFP* transgenic plants. To investigate the binding capability of WRKY-B to the *BL* promoter, electrophoretic mobility shift assays (EMSAs) were conducted using DNA probes derived from the *BL* promoter containing the AAAACTGAAA motif alongside corresponding mutant probes (Fig. 5a; Fig. S4b, see online supplementary material). Our findings indicated direct binding of WRKY-B-GST to the labeled DNA probes containing the mentioned motif, but not to a mutant probe lacking it (Fig. 5b). Furthermore, yeast one-hybrid experiments confirmed the interaction between WRKY-B and the *BL* promoter (Fig. 5c). In a transient transcription dual-luciferase reporter assay in tobacco leaves (Fig. 5d), the activity of LUC derived from *BL* promoters exhibited a notable increase upon co-transfection with WRKY-B (Fig. 5e), signifying direct activation of *BL* expression by WRKY-B.

**Figure 5:**
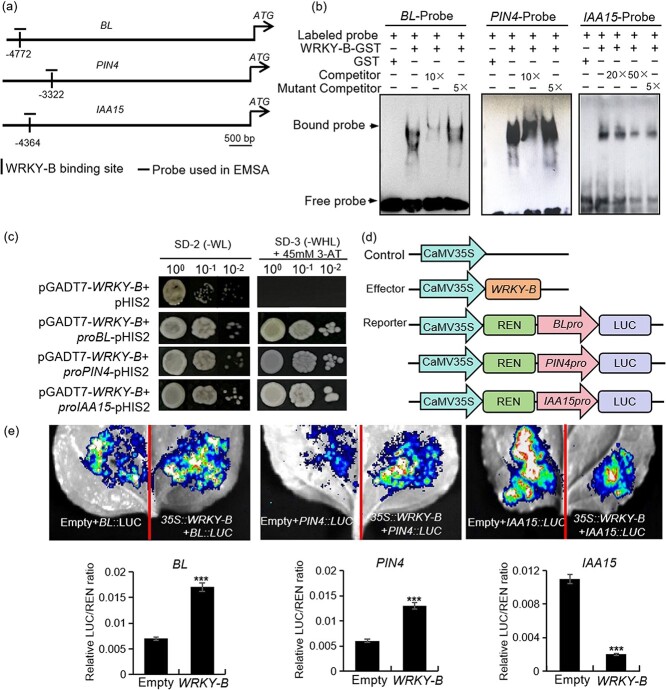
WRKY-B directly regulates gene expressions of *BL*, *PIN4*, and *IAA15.*  **(a)** Schematic diagram of the promoters of the indicated genes. The vertical line indicates WRKY-B binding site, and horizontal line indicates probe used in EMSA. **(b)** EMSA showing that WRKY-B-GST recombinant protein directly binds to the putative TTGAC-box in the promoters of the indicated gene. GST recombinant proteins without WRKY-B were used as negative controls. **(c)** Y1H assays showing that WRKY-B could bind to the promoter of the indicated gene. The *BL* promoter sequence from −4600 to −4999 contains the one TTGAC motif fused to the HIS2 reporter gene. The *PIN4* promoter sequence from −3200 to −3519 contains the one TTGAC motif fused to the HIS2 reporter gene. The *IAA15* promoter sequence from −4260 to −4439 contains the one TTGAC motif fused to the HIS2 reporter gene. pHIS2, empty vector, was used as the negative control; pGADT7-WRKY-B, prey vector containing *WRKY-B.*  **(d)** Schematics showing effector constructs for WRKY-B and reporter constructs with BL, PIN4, and IAA15 driving the firefly luciferase (LUC) gene for transient infiltration experiments. **(e)** Transient dual-luciferase expression assay showing the trans-activation of *BL*, *PIN4*, and *IAA15* by WRKY-B in *Nicotiana benthamiana* leaves. p35S empty vectors were used as the negative control. Bottom shows means ± SD from three biological replicates. Asterisks indicate significant differences according to Student’s *t*-test (***P < 0.001).

To delve deeper into the role of *BL* in the development of tomato lateral branches, we created *bl* mutants (*bl-c*) using the CRISPR/Cas9 system. Following genetic transformation and sequencing, we obtained two distinct homozygous *bl* mutants. In these mutants, *bl-c1* exhibited a single base deletion at the initial target site, while *bl-c2* demonstrated two base deletions at the second target site (Fig. S5, see online supplementary material). Both mutations resulted in premature termination of translation, underscoring that these mutants were loss-of-function types. Similar to *wrky-b* mutants, *bl* mutants displayed fewer lateral branches, with their lengths being notably shorter than those observed in the WT (Fig. 6a). A quantitative examination of the branching pattern across 11 assessed nodes indicated that *bl* mutants generated two to four axillary buds, most of which were under 2 cm in length, with only a minority exceeding 2 cm (Fig. 6b). Additionally, a time-course study from 35 to 48 d post-sowing showed that the axillary bud outgrowth percentage was significantly reduced in *bl* mutants compared to WT plants (Fig. 6c). Data quantification showed that at 45 d after sowing, the length of the lateral branch in the WT was approximately 10–20 cm, while the length of the lateral branches in the *bl* mutants was mostly no longer than 2 cm (Fig. 6d). Furthermore, both *wrky-b* and *bl* mutants demonstrated determinate growth habits, with shoot growth ceasing after the development of seven to eight inflorescences, each followed by two consecutive inflorescences (Fig. S6, see online supplementary material). This phenotype was previously reported in the classical *bl* mutant [37]. These findings indicated that *BL* is a direct transcriptional target of WRKY-B during lateral branch development.

**Figure 6:**
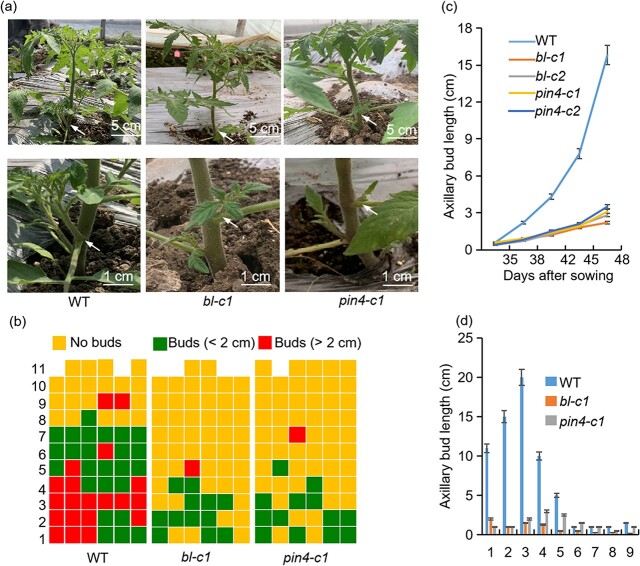
*BL* and *PIN4* positively regulate axillary buds development. **(a)** Representative images of WT, *bl*, and *pin4* plants 45 d after sowing. **(b)** Diagrammatic data showed the development of axillary buds in different nodes in WT, *bl*, and *pin4* plants 45 d after sowing. Each row represents a node in tomato. Each column represents an individual plant of indicated plants. **(c)** The axillary bud length at the sixth nodes of WT, *bl*, and *pin4* plants was measured at the indicated time. Each dot indicates the mean value of the axillary bud length of six individual plants at the sixth nodes at the indicated time. **(d)** The length of each axillary bud from node 1 to node 9 in WT, *bl*, and *pin4* plants 45 d after sowing. This value is the average of the axillary bud lengths of three independent plants on the same node. Error bars represent the SD of three biological replicates.

### WRKY-B targets *PIN4* and *IAA15* in the auxin signaling pathway

We found that *WRKY-B* expression might be associated with the development of axillary buds in an auxin-dependent manner (Fig. 1a–c). Furthermore, GO enrichment analysis demonstrated that the target genes of WRKY-B were also present in the auxin efflux carrier complex (Fig. 4f). This observation implies that WRKY-B could influence auxin signaling pathways to govern lateral branching. Notably, the gene *PIN4*, which serves as an auxin efflux carrier, was identified as a target gene of WRKY-B. We observed a significant downregulation of *PIN4* expression in the *wrky-b* mutant and an upregulation in *WRKY-B-GFP* plants (Fig. 3c). The promoter region of *PIN4* includes four binding motifs for WRKY-B. To test whether WRKY-B can directly bind to the *PIN4* promoter, EMSA was performed with a WRKY-B-GST fusion protein, *PIN4* promoter DNA probes and corresponding mutant probes (Fig. 5a). It was observed that WRKY-B-GST, as opposed to GST alone, exhibited direct binding to the labeled *PIN4* probe, a binding that was found to be inhibited in the presence of competitor probes (Fig. 5b). Additionally, the yeast one-hybrid assay also confirmed the interaction between WRKY-B and the *PIN4* promoter (Fig. 5c). Similarly, the relative intensity of the LUC signals originating from the *PIN4* promoter increased significantly when the reporter was co-transfected with WRKY-B (Fig. 5d and e), confirming that WRKY-B directly activates *PIN4* transcription. We also successfully knocked out *PIN4* and obtained two homozygous mutant lines (Fig. S5, see online supplementary material). Phenotypic and statistical analysis revealed that, similar to the *wrky-b* and *bl* mutants, the *pin4* mutants also exhibited a reduced number and length of lateral branches (Fig. 6). Owing to *PIN4* encoding an auxin efflux carrier, we analysed the levels of IAA in the axillary buds of both WT and *pin4* mutant plants. The endogenous IAA content in the axillary buds of *pin4* mutants was significantly greater than that in the WT (Fig. 7a), which implied that the efflux of auxin from axillary buds to the main stem was blocked in *pin4* mutants. Moreover, the IAA concentrations in the axillary buds of the *wrky-b* and *bl* mutant plants were higher than those in WT (Fig. 7a), suggesting that axillary bud development in these two mutant plants was also inhibited by increasing auxin concentrations.

**Figure 7:**
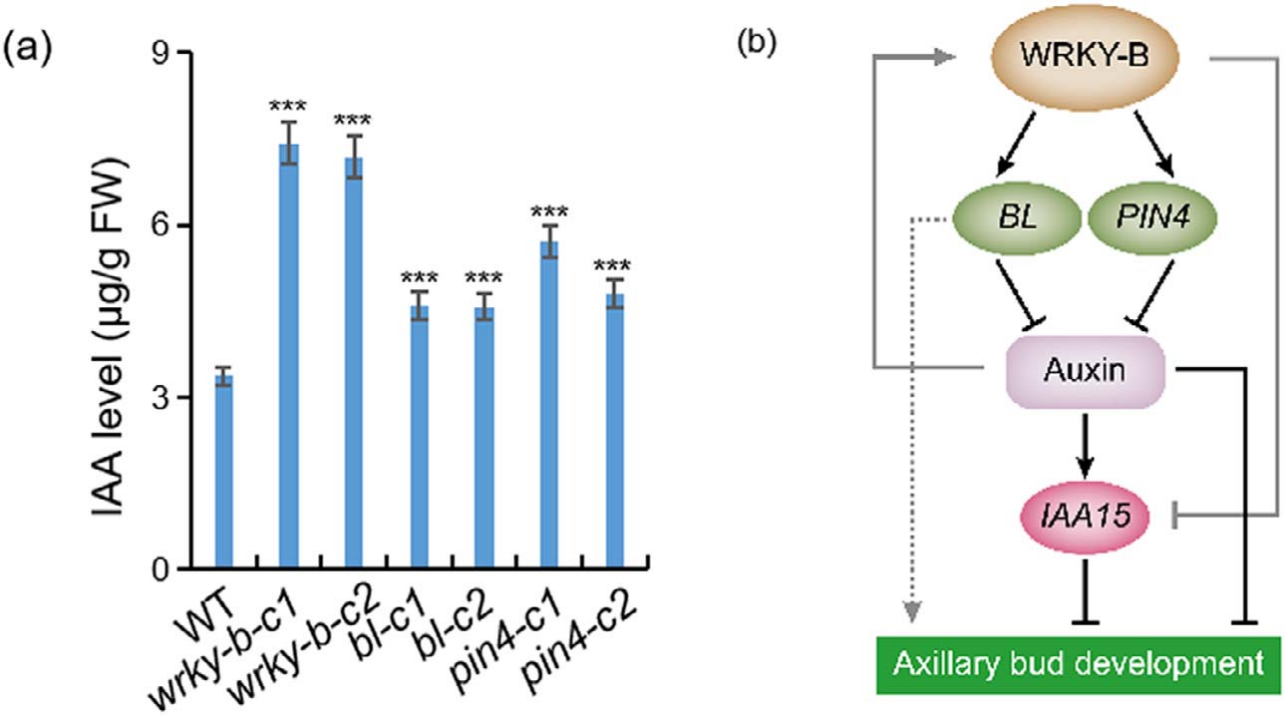
A working model of WRKY-B in promoting lateral shooting in tomato. **(a)** The content of endogenous IAA of axillary buds in WT, *wrky-b*, *bl*, and *pin4* mutants. The sixth node axillary buds were collected to measure the concentration of IAA from different plants 45 d after field sowing. Error bars represent the SD of three biological replicates. Asterisks indicate significant differences according to Student’s *t*-test (***P < 0.001). **(b)** Working model of WRKY-B regulated axillary buds development.

The tomato Aux/IAA family gene *IAA15*, which encodes a protein that represses auxin-dependent transcription, was found to be involved in axillary shoot development, and tomato IAA15-suppressed lines produced more and longer lateral branches than did the WT [40]. Interestingly, according to our RNA-Seq data, *IAA15* was significantly differentially expressed, and some WRKY-B-binding peaks were found in the *IAA15* promoter (Data Set SS1, see online supplementary material). qRT–PCR revealed that *IAA15* was significantly upregulated in *wrky-b* mutants but downregulated in the *WRKY-B-GFP* plants (Fig. 3c). We hypothesized that WRKY-B can bind directly to the promoter of *IAA15* and inhibit its expression. As expected, EMSA and yeast one-hybrid assays showed that WRKY-B could directly bind to the promoter of *IAA15* both *in vitro* and *in vivo* (Fig. 5a–c). In addition, the transient transcription dual-luciferase reporter assay indicated that *IAA15* transcription was significantly inhibited by WRKY-B (Fig. 5d–e). These results suggest that *IAA15* is also a downstream target gene of WRKY-B during lateral branch development.

## Discussion

### WRKY-B is a key factor in the development of lateral branches in tomato

Plant lateral branching is a crucial trait that influences the overall morphology and reproductive capacity of a plant, consequently impacting plant productivity. WRKY transcription factors, a prominent group of transcriptional regulators found in plants, play crucial roles in various aspects of plant biology, such as growth, development, and reactions to both biotic and abiotic stimuli [41, 42]. Previous studies have demonstrated that several WRKY transcription factors participate in branching development in *Arabidopsis*. For example, *WRKY71*/*EXB1* has been shown to upregulate *RAX* genes, influencing AM initiation and thereby managing lateral branch development [43]. Phylogenetic analysis reveals that *WRKY8*, *WRKY28*, *WRKY48*, and *WRKY57* are closely affiliated with *WRKY71*/*EXB1*. Overexpression of each of these genes—*WRKY8*, *WRKY28*, *WRKY48*, and *WRKY57*—led to increased branching, akin to the branching phenotype seen in transgenic plants overexpressing *WRKY71*/*EXB1* [43]. In addition, WRKY23 plays a redundant role with WRKY71/EXB1 in regulating lateral branching, and *WRKY23*-overexpressing transgenic plants produce more branches than WT plants [44]. Overexpressing *PhWRKY71* in transgenic plants led to a marked rise in the total lateral branches in petunia plants. This effect closely resembled the phenotype observed in *Arabidopsis* plants overexpressing *WRKY71*, suggesting conservation of function in the homologous gene [45].

In our study, we found a WRKY gene (*Solyc02g071130*), named *WRKY-B*, whose expression pattern was similar to the change in IAA content during axillary bud development. As the axillary bud length increased, the expression level of *WRKY-B* gradually decreased (Fig. 1b). We also found that exogenous auxin significantly induced *WRKY-B* transcription (Fig. 1c), indicating that WRKY-B may be involved in the auxin-dependent axillary bud development process. Furthermore, we found that the *wrky-b* mutant plants exhibited a decrease in the number of lateral branches as well as a reduction in their length (Fig. 2). In contrast, *WRKY-B-GFP* plants produced many more lateral branches that were significantly greater in length than those of the WT plants (Fig. 2). Phylogenetic analysis revealed that *WRKY-B* was closely related to *AtWRKY8*, *AtWRKY28*, and *AtWRKY71* (Fig. S1, see online supplementary material). Notably, these homologous genes of *WRKY-B* in *Arabidopsis* had a high degree of functional redundancy in lateral branch development. The single and multiple mutants of *WRKY8*, *WRKY71*, *WRKY48*, and *WRKY57* had no obvious lateral branch development phenotype [43]. Interestingly, single mutants of *WRKY-B* in tomato show no other noticeable developmental defects except for a determinate growth habit and fewer lateral branches. However, we cannot rule out the possibility that high-order mutants of *WRKY-B* homologs in tomato may have a more severe phenotype in terms of lateral branching. Nonetheless, these findings do not prevent us from concluding that WRKY-B plays a key role in the development of lateral branches in tomato plants.

### WRKY-B promoted lateral branching by regulating the auxin pathway

Previous studies have shown that *BL* is a key regulator of lateral branching in tomato plants and can affect AM initiation [20]. Herein, we found that WRKY-B can directly bind to the *BL* gene both *in vitro* and *in vivo* (Fig. 5), positively activating *BL* transcription. The *BL* knockout mutant generated by CRISPR/Cas9 system exhibited a reduced axillary bud phenotype (Fig. 6). Notably, consistent with previous reports [37], the *bl* mutants also exhibited a determinate growth habit phenotype, which was also observed in the *wrky-b* mutants. Therefore, these results indicated that *WRKY-B* acts upstream of *BL* to regulate lateral branching. It was worth noting that previous studies highlighted a critical role of BL in the AM initiation [20, 37]. Interestingly, we found that the percentage of axillary bud outgrowth was significantly lower in *bl* mutants than that in WT plants (Fig. 6), suggesting *BL* also controlled the outgrowth of axillary bud, probably by affecting auxin homeostasis in the buds (Fig. 7).

Many studies have shown that auxin inhibits bud outgrowth and that only minimal quantities of auxin are necessary for AM initiation [43, 46–48]. In this study, we found that WRKY-B was related to auxin-dependent lateral branching (Fig. 1). Combined RNA-Seq and ChIP-Seq analysis identified *PIN4* as a WRKY-B target (Fig. 4). Furthermore, we used EMSA, yeast one-hybrid and transient transcription dual-luciferase reporter experiments to prove that WRKY-B directly binds to the promoter of *PIN4* and activates its expression (Fig. 5). Extensive research has shown that PIN proteins play a crucial role in polar auxin transport, which affects various aspects of plant development, such as lateral branching [49]. The PIN3 protein is known to be a key player in the cytokinin signaling pathway, facilitating the movement of auxin between shoot apices and governing lateral branching [50]. Additionally, *AtPIN3*, *AtPIN4*, and *AtPIN7* have been identified as independent regulators of lateral branching in *Arabidopsis*, operating separately from each other and having a positive impact on this process [51]. Studies have proven that *CsBRC1* suppresses branching in cucumber by inhibiting the transcription of *CsPIN3*, leading to a decrease in auxin transport from lateral buds to the main stem [35].Our results indicated that *PIN4* knockout led to fewer lateral branches in tomato (Fig. 6). The endogenous IAA contents in the axillary buds of the *pin4*, *wrky-b*, and *bl* mutant plants were markedly elevated compared to those in WT (Fig. 7a), suggesting that WRKY-B serves as a critical component that exports auxin from lateral buds to promote bud outgrowth. Interestingly, *WRKY-B* expression was also induced by auxin (Fig. 1c), suggesting that a negative feedback loop works to maintain an optimum auxin level in the lateral buds for shoot branching.

Aux/IAA acts as a repressor of auxin transcription factors in the auxin-mediated gene regulation pathway [52]. The tomato *IAA15* was reported to participate in axillary shoot development. *IAA15*-suppressed lines exhibited an increase in both the number and length of lateral branches compared to those of the WT [40], in contrast to the findings for the *wrky-b* mutant. We revealed that WRKY-B could also target *IAA15* and negatively regulate *IAA15* expression (Fig. 5). Thus, WRKY-B may promote shoot branching by at least three different mechanisms: first, by binding and activating the critical branching gene *BL*; second, by exporting auxin from buds through activating *PIN4*; and third, by preventing the inhibitory effect of auxin on bud growth through *IAA15* repression (Fig. 7b).

## Materials and methods

### Plant materials and growth conditions

The wild-type tomato cultivars *Ailsa Craig* (AC) were utilized for genetic transformation. All the tomato seeds were initially germinated at 28°C in complete darkness. Subsequently, the tomato plants were grown in growth chambers with a temperature ranging between 25°C ± 2°C and subjected to a photoperiod of 16 h light followed by 8 h of darkness. To conduct transient expression and luciferase assays, tobacco plants (*Nicotiana benthamiana*) were cultivated in a greenhouse at 22°C, following a light–dark cycle of 16 h and 8 h, respectively. Pest and water control measures were implemented based on standard procedures to ensure the optimal growth and health of the plants.

### Construction and transformation of binary vectors

The CRISPR/Cas9 system was employed in creating mutants for *WRKY-B*, *PIN4*, and *BL* genes. The unique sgRNA target sequences for *WRKY-B*, *PIN4*, and *BL* were selected based on their coding exons using information from the CRISPR-PLANT database (www.genome.arizona.edu/crispr/). These specific sites were then inserted into the pKSE401 vectors to generate the pKSE401-WRKY-B, pKSE401-BL, and pKSE401-PIN4 constructs following the established protocol [53]. The open reading frame of WRKY-B, which notably lacks a stop codon, was successfully amplified from tomato cDNA. This amplified segment was then specifically cloned into the pCAMBIA1300-GFP vector [54] to create the *Pro35S*::*WRKY-B*-*GFP* vector. A 3000-bp sequence upstream of the *WRKY-B* gene ATG codon was cloned into the pCAMBIA1301 vector to create the *ProWRKY-B*::*GUS* vector. The binary vectors required for genetic transformation were both introduced into AC using the *Agrobacterium tumefaciens* strain GV3101, following the previously described method [55]. The CTAB method, as described by Murray *et al.* [56], was utilized to extract the genomic DNA from the transgenic plants for PCR amplification and subsequent DNA sequencing. The primers used for construction are listed in Table S1 (see online supplementary material).

### Subcellular localization and β-glucuronidase (GUS) staining

The subcellular localization of WRKY-B was examined by transiently transforming the WRKY-B-GFP fusion vector into tobacco leaves [57], followed by imaging with a confocal laser-scanning microscope (Leica SP8,Wetzlar, Germany). GUS staining was performed to assess the expression of *WRKY-B* in the axillary buds. Briefly, transgenic tomato plants harboring *ProWRKY-B*::*GUS* were stained with a GUS staining kit (Coolaber, Beijing, China) and images were captured with a stereomicroscope (Nikon AZ100 microscope, Tokyo, Japan).

### Hormone treatment and gene expression analyses

For hormone treatment, 2–3 leaf-old AC tomato seedlings were treated with 50 μM IAA, and the leaves were collected 0, 1, and 3 h after IAA treatment. Three biological replicates were performed for the treatment, and each biological replicate consisted of 10 pooled seedlings. For gene expression analyses, RNA was isolated with the TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and reverse transcription was executed with the SuperScript III kit (Invitrogen, Carlsbad, CA, USA). qRT–PCR analysis was carried out with the SYBR Green Master Mix (Toyobo, Shanghai, China) as per a previous protocol [58]. All gene expression levels were normalized to the tomato ACTIN2 gene. All primers used are listed in Table S1 (see online supplementary material).

### Analysis of RNA-Seq data

RNA-seq analysis was carried out on axillary buds from the sixth nodes of tomato plants at the 45-d-old seedling stage, including both WT and *WRKY-B-GFP* plants. All tomato plants were collected from three biological replicates with 10 plants per replicate. Libraries were constructed using total RNA and sequenced on an Illumina HiSeq 2000 platform. The genome version SL4.0 of tomato was acquired from the SOL Genomics Network (http://solgenomics.net/). The RNA-Seq data analysis was conducted according to the methods described previously [59].

### ChIP assays

Sampling the lateral buds of ChIP assays was the same as the RNA-Seq sampling described above, and ChIP-Seq was conducted according to a previous protocol [60]. In brief, the samples underwent cross-linking with 1% formaldehyde (v/v) under vacuum for 10 minutes and were then pulverized into powder using liquid nitrogen. Initially, the chromatin complexes were separated, followed by sonication and immunoprecipitation with polyclonal anti-GFP antibodies from Sigma-Aldrich. The ChIP DNA obtained was then resuspended in water to prepare Illumina sequencing libraries. The Illumina HiSeq 2500 platform was employed for ChIP-seq analysis. Fastqc software version 0.11.5 was applied to screen for clean reads. These clean reads were subsequently mapped to the reference genome utilizing BWA software (version 0.7.15-r1140) [61].

### Electrophoretic mobility shift assays

The *WRKY-B* full-length CDS was attached to the pGEX4T vector, resulting in the WRKY-B-GST plasmid, which was then inserted into the BL21 (DE3) strain of *Escherichia coli*. The GST-fusion proteins were recombinantly expressed in *E. coli* BL21 and subsequently purified by affinity using glutathione beads (GE Healthcare, Chicago, IL, USA). Probes harboring specific *cis*-elements of *BL*, *PIN4*, and *IAA15* were synthesized separately and biotin-labeled. Unlabeled wild-type and mutant probes with specific transcription factor binding motifs mutational were used as competitors. The EMSA Probe Biotin Labeling Kit and Chemiluminescent EMSA Kit (Beyotime, Shanghai, China) were used for the EMSA according to the manufacturer’s instructions. Probes used for EMSA are listed in Table S1 (see online supplementary material).

### Yeast one-hybrid and transcriptional activity assays

In the yeast one-hybrid assay, the CDS of *WRKY-B* was cloned into the pGADT7 vector to create the plasmid pGADT7-WRKY-B.A 400-bp fragment (−4600 to −4999 bp upstream of ATG) of the *BL* promoter, a 320-bp fragment (−3200 to −3519 bp upstream of ATG) of the *PIN4* promoter, and a

180-bp fragment (−4260 to −4439 bp upstream of ATG) of the *IAA15* promoter were inserted into the pHIS2 vector to obtain BL-pHIS2 PIN4-pHIS2 and IAA15-pHIS2, respectively. Following this, pGADT7-WRKY-B and BL-pHIS2, pGADT7-WRKY-B and PIN4-pHIS2, and pGADT7-WRKY-B and IAA15-pHIS2 were co-transformed into the competent Y187 yeast strain (AngYuBio, Shanghai, China). Successful transformation was confirmed using SD/-WL (Synthetic Dropout Medium/−Tryptophan-Leucine) medium and screening on SD/-WHL (Synthetic Dropout Medium/−Tryptophan-Histidine-Leucine) medium supplemented with 445 mM 3-amino-1, 2,4-triazole (3-AT). For the analysis of transcriptional activity, recombinant plasmids pGBKT7-WRKY-B and pGADT7 were co-transformed into AH109 yeast cells (AngYuBio, Shanghai, China). The yeast cells were grown on SD/-WL medium at 30°C for 48–60 h, then streaked on to SD/-WLHA (Synthetic Dropout Medium/−Tryptophan-Leucine-Histidine-Adenine) medium for growth observation.

### Transient transcription dual-luciferase reporter assay

To generate reporter vectors, the 5000 bp promoters of *BL*, *PIN4*, and *IAA15* were individually cloned into the pGreenII-0800-LUC vector [62]. Additionally, the entire *WRKY-B* coding sequence was inserted into the pGreenII 62-SK vector to create an effector vector. These recombinant vectors were then transformed into the *A. tumefaciens* strain GV3101. Various combinations of infiltration agents were prepared and introduced into tobacco leaves. Following infiltration, the tobacco plants were placed in darkness at 21°C for 12 h, then exposed to normal light for 48 h. The leaves were sprayed with a solution of D-luciferin potassium salt containing 0.1% Triton X-100, and images were captured using the Night SHADE LB 985 system (Berthold Technologies, Bad Wildbad, Germany). The LUC/REN ratio was calculated by employing the Dual-Luciferase® Reporter Assay kit (Promega, Madison, WI, USA) in accordance with the provided guidelines.

### Quantification of endogenous auxins

To analyse IAA levels, axillary buds were harvested from the sixth nodes of WT, *wrky-b*, *bl*, and *pin4* plants at the 45-d-old seedling stage. Three biological replicates, each consisting of 10 plants, were used in this study. Afterward, the levels of endogenous auxins were measured via a high-performance liquid chromatography (HPLC) system with electrospray ionization/MS–MS capability (Alliance HPLC 1525, Milford, MA, USA). The equipment employed for assessing IAA concentrations included a UV detector (SPD-20A), a column temperature regulator (CTO-20 AC), and a C18 reversed-phase chromatography column (dimensions: 150 mm $\times$ 4.6 mm, particle size: 5 μm). The rate of flow was modified to 0.8 mL/min, the temperature of the column was established at 30°C, and ultraviolet detection was performed at a wavelength of 254 nm [63].

## Supplementary Material

Web_Material_uhae193

## Data Availability

The raw RNA-seq data have been deposited in Gene Expression Omnibus (GEO) of NCBI (https://www.ncbi.nlm.nih.gov/) under the accession number GSE164382. Other data analysed during the study was included in this article.

# Supplementary material for: The tomato WRKY-B transcription factor modulates lateral branching by targeting BLIND, PIN4, and IAA15
**Source:** Hortic Res. 2024 Jul 11;11(9):uhae193. doi: 10.1093/hr/uhae193
**Supplement:** Web_Material_uhae193

Dataset S1. List of genes that were identified by RNA-seq and CHIP-seq.

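Data Set S1 gives for each of the 510 genes a logFC, a P.Value, an adj.P.Val and a type of regulation. The logFC column is a log2 ratio of WRKY-B-GFP over the control. When the mean FPKM of the WRKY-B-GFP libraries was divided by that of the control CK2 libraries, each with 1e-06 added, the log2 ratio lay within 0.001 of the paper's published logFC for all 508 genes with a gene model in the RNA-Seq table. The paper's published P.Value lay within 0.1% of the p of an unequal-variance test on the FPKM of these libraries for the same 508 genes. Of 10 forms of test tried after seeing the published values, on FPKM and on its logarithm, with equal and with unequal variances, no other form came within 0.1% for more than 2 of the 476 genes compared. The paper's adj.P.Val is under 0.05 for 358 genes and 0.05 or more for 152, up to 0.116, while the largest P.Value is 0.0497. Benjamini-Hochberg adjustment of the unequal-variance p came within 0.1% of that adj.P.Val for 0 of the 508 genes, so the adjustment behind it was not found. A published logFC beyond 8 in size is listed for 18 of the 508 genes.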

Overlap(510)	logFC	P.Value	adj.P.Val	Regulated.Type
Solyc00g013160.2	-1.739539538	0.011383634	0.04438103	Down
Solyc00g021640.3	3.073248982	0.036669062	0.095003247	Up
Solyc00g179240.2	2.280323295	0.012821929	0.047582785	Up
Solyc01g005120.3	-2.119911624	0.000767402	0.009380506	Down
Solyc01g006320.3	-1.43623204	0.020033155	0.063666002	Down
Solyc01g006450.3	-1.973203471	0.0010001	0.010688908	Down
Solyc01g006825.1	-1.85349475	0.004979339	0.026737713	Down
Solyc01g008790.3	-1.721844307	0.017809748	0.058884199	Down
Solyc01g011025.1	-1.463349038	0.000945915	0.010424816	Down
Solyc01g013885.1	1.472251438	0.021814564	0.067277394	Up
Solyc01g028860.3	1.535446473	0.004820434	0.026196858	Up
Solyc01g044240.3	-1.138290567	0.00499545	0.026790856	Down
Solyc01g050040.3	2.500141068	0.002662626	0.01842469	Up
Solyc01g057780.3	1.256587826	0.008503036	0.03713313	Up
Solyc01g065495.1	1.793592003	0.007841439	0.035274202	Up
Solyc01g067130.3	3.623296746	0.0357281	0.093255404	Up
Solyc01g067660.3	1.154264828	0.032288363	0.087128497	Up
Solyc01g079400.3	1.650334256	0.016066509	0.054999515	Up
Solyc01g079570.3	-3.919334695	3.27013E-05	0.002188097	Down
Solyc01g079580.3	2.434610242	0.004801802	0.026159103	Up
Solyc01g079620.3	3.981345287	0.015710261	0.054240114	Up
Solyc01g079740.3	-1.851218408	0.006041432	0.029782289	Down
Solyc01g086870.3	1.144920253	0.013780056	0.04980412	Up
Solyc01g087570.2	-1.733022094	0.00918526	0.038942132	Down
Solyc01g087590.3	1.328325866	0.012834962	0.047597007	Up
Solyc01g087970.3	-4.985303489	7.93955E-06	0.001252222	Down
Solyc01g088100.3	1.263579069	0.004461573	0.025076716	Up
Solyc01g088400.3	-1.87714178	0.041630521	0.103143205	Down
Solyc01g088660.3	-1.45675741	0.004721023	0.025915533	Down
Solyc01g089880.3	-1.864772619	0.004734503	0.025956477	Down
Solyc01g090460.3	4.565374131	0.006119743	0.030042376	Up
Solyc01g090790.3	1.724142619	0.01470994	0.051953596	Up
Solyc01g091000.3	19.52292884	0.017744082	0.058766764	Up
Solyc01g091620.3	1.535501422	0.003768605	0.022680021	Up
Solyc01g094010.3	-1.336355415	0.014818467	0.052184407	Down
Solyc01g094750.3	-1.947642975	0.014542138	0.051569732	Down
Solyc01g095070.3	-2.171154515	0.000921387	0.010286765	Down
Solyc01g095180.2	-1.127047396	0.001826955	0.014874418	Down
Solyc01g095620.3	1.052864726	0.005514664	0.028229228	Up
Solyc01g096660.3	-1.191566879	0.000277112	0.005523065	Down
Solyc01g098390.3	3.161199547	0.025196674	0.07380106	Up
Solyc01g099340.3	2.16659808	0.00229529	0.016919262	Up
Solyc01g099630.3	-3.970487348	1.01117E-05	0.001391222	Down
Solyc01g099880.3	-3.251252876	0.00036156	0.006280928	Down
Solyc01g100040.3	2.295169886	0.002426064	0.017440963	Up
Solyc01g100050.3	1.000727715	0.018923893	0.061431402	Up
Solyc01g100310.2	2.28326673	0.032192149	0.086955109	Up
Solyc01g100980.3	-1.726981506	0.008470435	0.03704592	Down

Solyc01g102350.3	-1.238123989	0.005694277	0.028778463	Down
Solyc01g102390.3	-1.14062164	0.002161283	0.016341346	Down
Solyc01g102580.3	-1.048276624	0.016686322	0.056412025	Down
Solyc01g102730.3	-1.255494597	0.010903793	0.043263924	Down
Solyc01g103590.3	1.796709362	0.029234591	0.081283664	Up
Solyc01g104015.1	-2.074375792	0.000953801	0.010461293	Down
Solyc01g105010.3	-2.072325436	0.000451066	0.007003172	Down
Solyc01g105190.3	1.697971463	0.032382242	0.087295368	Up
Solyc01g105410.3	4.454790876	0.04101775	0.102202593	Up
Solyc01g106910.3	3.726317138	0.006718102	0.031773577	Up
Solyc01g107820.2	-1.028285997	0.008004116	0.035788152	Down
Solyc01g108087.1	2.281845778	0.014185094	0.050722904	Up
Solyc01g108230.3	-1.172309228	0.000681236	0.008849413	Down
Solyc01g108300.3	1.815184501	0.023803701	0.071179945	Up
Solyc01g108440.2	1.555061015	0.032362934	0.087252413	Up
Solyc01g108540.3	1.64063811	0.043069176	0.105385233	Up
Solyc01g108610.3	-3.890147332	0.000167272	0.004433042	Down
Solyc01g109530.3	-25.43777696	0.006540432	0.031264983	Down
Solyc01g109700.3	-1.558364917	0.001777512	0.014675108	Down
Solyc01g110130.3	-2.004233441	0.000304749	0.005783308	Down
Solyc01g110380.3	-1.684660084	0.009178194	0.038931317	Down
Solyc01g111145.1	-4.953027853	0.001664089	0.014137332	Down
Solyc01g111360.3	-1.056401963	0.005018812	0.026860458	Down
Solyc01g111500.3	-3.689406104	1.60413E-05	0.001693568	Down
Solyc01g112150.3	-1.041242028	0.000146901	0.0041482	Down
Solyc02g030080.3	1.87126394	0.00480102	0.026159103	Up
Solyc02g032650.3	1.748797957	0.034364596	0.090877685	Up
Solyc02g036370.3	2.337027179	0.041187565	0.102467785	Up
Solyc02g037550.3	-5.680981713	0.002457497	0.017564415	Down
Solyc02g062690.3	-1.073037544	0.008524059	0.037174093	Down
Solyc02g062710.1	-2.634950637	0.008978713	0.038450893	Down
Solyc02g063000.3	-4.176077228	0.00238962	0.017299163	Down
Solyc02g063150.3	-1.349126673	0.000147958	0.004173479	Down
Solyc02g063360.3	-2.049243519	0.010575823	0.04254515	Down
Solyc02g065280.3	-3.435398879	0.000522472	0.007571013	Down
Solyc02g067050.3	2.382556729	0.04914845	0.115371068	Up
Solyc02g067230.3	2.230209327	0.019065023	0.061697901	Up
Solyc02g067310.3	1.294575177	0.021061323	0.065730233	Up
Solyc02g067350.3	-2.48169323	0.00128388	0.012263239	Down
Solyc02g067530.3	-1.199308808	0.002246153	0.016704715	Down
Solyc02g068040.3	20.28395046	0.00868644	0.037603476	Up
Solyc02g068920.3	1.495995055	0.00349331	0.021708373	Up
Solyc02g069190.3	6.335653069	0.035108168	0.092146917	Up
Solyc02g069470.3	-1.142107057	0.002738987	0.018732586	Down
Solyc02g070280.3	-1.747469057	0.00043566	0.006885412	Down
Solyc02g071220.3	-2.077950145	0.001922392	0.015268131	Down
Solyc02g071610.3	-1.356797533	0.014803819	0.052147023	Down
Solyc02g071740.3	1.628141269	0.001158996	0.011583694	Up
Solyc02g071990.3	1.390534483	0.022519854	0.068636822	Up
Solyc02g072150.3	1.65029137	0.038046566	0.097071659	Up

Solyc02g077040.4	-1.863660544	0.001327418	0.012521883	Down
Solyc02g077080.3	-1.292720656	0.003108541	0.020237988	Down
Solyc02g077420.3	-4.88842093	0.002076431	0.015984903	Down
Solyc02g077620.1	1.637182184	0.00625041	0.030458387	Up
Solyc02g077710.1	-3.057496223	0.000436965	0.006887127	Down
Solyc02g077720.3	-1.996161341	3.30228E-06	0.000910024	Down
Solyc02g078040.3	2.892102169	0.020154661	0.063942164	Up
Solyc02g078170.2	2.142677301	0.00851372	0.037142163	Up
Solyc02g079440.2	-3.915581582	0.006101956	0.029983508	Down
Solyc02g079570.3	1.974341045	0.000101064	0.003549248	Up
Solyc02g080200.3	-2.920643751	0.00040969	0.006677397	Down
Solyc02g080450.1	-5.706469659	0.000409451	0.006677397	Down
Solyc02g081330.4	-1.566565944	0.012676069	0.047354015	Down
Solyc02g081390.3	-2.666782293	2.38445E-05	0.001935874	Down
Solyc02g082150.1	-1.865695702	0.049653229	0.116101174	Down
Solyc02g083450.3	-1.327636722	0.003469585	0.021625138	Down
Solyc02g084420.3	1.32125723	0.01910195	0.061800004	Up
Solyc02g084600.3	-1.433201166	0.003195452	0.020555477	Down
Solyc02g084720.3	-1.222320053	0.024276057	0.072051004	Down
Solyc02g084950.3	1.14219271	0.001530647	0.013535627	Up
Solyc02g084990.3	-1.734980969	3.06545E-05	0.002143001	Down
Solyc02g085000.3	-3.128547954	0.000777896	0.009433717	Down
Solyc02g085160.1	2.194889345	0.005662757	0.028658358	Up
Solyc02g085190.2	1.988442969	0.012003775	0.045849033	Up
Solyc02g085360.3	-2.828339947	0.000658752	0.008670207	Down
Solyc02g085750.3	-1.849378137	0.035735406	0.093263244	Down
Solyc02g086590.3	1.384168674	0.033831732	0.090043118	Up
Solyc02g086670.3	1.317662786	0.002996723	0.019804095	Up
Solyc02g086700.3	-3.087458598	0.00439823	0.024861146	Down
Solyc02g086840.3	-2.008461579	0.000919132	0.010286765	Down
Solyc02g087770.3	-1.722946362	0.001667872	0.014139929	Down
Solyc02g089640.3	-1.480805269	0.000102125	0.003562626	Down
Solyc02g089840.3	-3.39501426	0.006739923	0.031847799	Down
Solyc02g089990.1	-1.622841436	0.004652371	0.025707803	Down
Solyc02g090350.3	-1.044430744	0.005195676	0.027357664	Down
Solyc02g090870.1	-1.048541143	0.00067151	0.008776799	Down
Solyc02g091430.3	1.380417429	0.01685621	0.056860031	Up
Solyc02g092580.3	-2.365791909	0.000438249	0.006895224	Down
Solyc02g092750.3	1.761914602	0.021928968	0.067498225	Up
Solyc02g092790.3	-3.219863402	2.64154E-05	0.002004386	Down
Solyc02g092820.3	2.408399712	0.002095758	0.016051873	Up
Solyc02g092840.1	-1.896542688	0.001556025	0.013643441	Down
Solyc02g093050.3	1.582151599	0.038520096	0.097874342	Up
Solyc02g093150.3	-1.009033004	0.004821899	0.026196858	Down
Solyc02g093180.3	-4.616409686	9.52863E-06	0.001376914	Down
Solyc02g093270.3	-1.160783954	0.041601497	0.1030968	Down
Solyc02g093680.3	-1.622474917	0.006084583	0.029937373	Down
Solyc02g093700.3	-3.89024793	0.000186048	0.004609817	Down
Solyc02g093860.3	-2.9065818	0.001501662	0.013404324	Down
Solyc02g094030.3	-2.492539133	3.69949E-05	0.002311376	Down

Solyc02g094300.3	1.276175082	7.15152E-06	0.001201131	Up
Solyc03g005770.3	-2.447561462	7.24142E-05	0.002979978	Down
Solyc03g007780.1	-27.12047056	0.002805501	0.018962933	Down
Solyc03g013600.1	1.431883171	0.041443744	0.102897282	Up
Solyc03g025730.3	-1.032762074	0.005070181	0.0269992	Down
Solyc03g026360.1	-3.03184629	0.019019114	0.061601354	Down
Solyc03g032000.3	-1.069839625	0.002230647	0.016646832	Down
Solyc03g033590.1	-3.292362574	0.00169899	0.014267058	Down
Solyc03g033840.3	-1.501346382	0.016559822	0.056153168	Down
Solyc03g043640.3	-1.560983638	0.012479216	0.046996645	Down
Solyc03g053027.1	1.189230206	0.034050456	0.090320899	Up
Solyc03g058160.3	-2.122030311	0.005168426	0.027281332	Down
Solyc03g078640.1	-1.351700135	0.024510971	0.07251528	Down
Solyc03g079980.2	-3.987927168	0.01021794	0.041628167	Down
Solyc03g080110.3	-2.288977673	0.000165242	0.004398297	Down
Solyc03g083360.3	-3.068692039	0.017526354	0.058239553	Down
Solyc03g083440.3	-2.17160499	0.008206395	0.036361293	Down
Solyc03g083460.3	-1.256579384	0.013810587	0.049845922	Down
Solyc03g093140.3	-1.012478126	0.004885689	0.026410286	Down
Solyc03g096050.3	-1.090504689	0.031960562	0.086555532	Down
Solyc03g096390.3	-1.967929653	1.65876E-05	0.001699699	Down
Solyc03g097120.3	1.97374807	0.022242011	0.06809725	Up
Solyc03g097690.3	-1.206653774	0.023880903	0.07133658	Down
Solyc03g098630.3	1.686819486	0.034423662	0.09094091	Up
Solyc03g111690.3	-4.304696359	0.00040615	0.006655197	Down
Solyc03g112060.3	-1.975020856	2.66082E-05	0.002004797	Down
Solyc03g112297.1	2.875025422	0.031633518	0.08603013	Up
Solyc03g112340.1	-1.342906644	0.000960508	0.010509515	Down
Solyc03g112460.3	-1.923498598	0.001641412	0.014046852	Down
Solyc03g113420.3	-1.850882298	0.004823814	0.026201756	Down
Solyc03g114020.3	1.925452739	0.009736493	0.040392003	Up
Solyc03g114030.3	-2.201129951	0.002791145	0.01891922	Down
Solyc03g114160.1	-5.636969804	3.05225E-06	0.000897152	Down
Solyc03g114690.3	-2.592230501	0.002040173	0.015818681	Down
Solyc03g114730.3	-1.231873876	0.003466323	0.021620427	Down
Solyc03g115247.1	-20.06907209	0.025135287	0.07373403	Down
Solyc03g115990.2	-1.609058572	0.000312337	0.005850996	Down
Solyc03g116100.3	1.439950069	0.029553729	0.081906862	Up
Solyc03g116320.3	1.508109582	0.00120426	0.011848383	Up
Solyc03g116350.3	1.75842571	0.034031131	0.090300495	Up
Solyc03g116480.1	-2.134152314	0.015592494	0.053958708	Down
Solyc03g116730.3	-2.062209921	0.002237526	0.016672692	Down
Solyc03g116770.3	-17.19460298	0.017317552	0.057894519	Down
Solyc03g117210.3	2.513436745	0.019582692	0.06279766	Up
Solyc03g117350.1	-1.890726518	0.000252722	0.005318877	Down
Solyc03g117420.3	2.916728524	0.022119239	0.067909346	Up
Solyc03g117590.3	2.79046433	0.008056044	0.035955372	Up
Solyc03g117600.3	-1.306761028	0.029421625	0.081631891	Down
Solyc03g117675.1	3.296094022	0.018549217	0.060625984	Up
Solyc03g117980.3	1.547359923	0.004227633	0.02424501	Up

Solyc03g118040.3	-1.100716745	0.002078222	0.015989078	Down
Solyc03g119260.3	-5.394216474	0.002608788	0.01822769	Down
Solyc03g119540.3	-1.600281605	0.015992365	0.054834933	Down
Solyc03g120170.1	-1.987093437	0.038259424	0.097403373	Down
Solyc03g120390.3	-1.91177388	0.000759027	0.009322412	Down
Solyc03g120550.2	-1.484885685	0.00053128	0.007638742	Down
Solyc03g120810.3	-1.259478579	0.025231373	0.07384591	Down
Solyc03g120890.3	-2.536257892	0.001848058	0.014970831	Down
Solyc03g121190.3	-2.422062512	0.018967081	0.061468009	Down
Solyc03g121400.1	-1.787221779	0.002968116	0.019670326	Down
Solyc03g123420.1	-1.970899467	0.000906563	0.01023534	Down
Solyc03g123490.1	1.265159718	0.025947136	0.075165037	Up
Solyc04g005650.2	-1.852755872	0.026318289	0.075816226	Down
Solyc04g005660.3	-4.754858649	0.035360933	0.092612989	Down
Solyc04g005800.3	3.785798779	0.021848965	0.067345427	Up
Solyc04g007200.3	-4.490834963	3.69367E-05	0.002311376	Down
Solyc04g007270.3	1.413639447	0.021077502	0.065764858	Up
Solyc04g007660.1	-1.855902667	0.003746391	0.022598916	Down
Solyc04g007870.3	-1.200506609	0.013090515	0.048178609	Down
Solyc04g008480.2	5.792954974	0.037811808	0.096707139	Up
Solyc04g009900.3	-1.290608422	0.017458504	0.058078973	Down
Solyc04g012120.3	-1.59054051	0.001352511	0.012666206	Down
Solyc04g015020.3	-2.221208735	1.63567E-05	0.001699699	Down
Solyc04g015600.3	1.761299106	0.025181392	0.073798085	Up
Solyc04g015850.2	-1.216477093	0.017610593	0.058436895	Down
Solyc04g016250.3	1.458430095	0.004787856	0.026143695	Up
Solyc04g016460.3	-1.744788127	0.009393841	0.039528404	Down
Solyc04g039850.1	-1.26456967	0.026464142	0.076007273	Down
Solyc04g049090.3	-1.626271115	0.005623419	0.028554252	Down
Solyc04g050440.3	-2.302863833	0.001120591	0.011388162	Down
Solyc04g050490.3	-1.577873076	0.001341845	0.012607395	Down
Solyc04g051513.1	-15.60964047	0.037750977	0.096624303	Down
Solyc04g055090.1	-2.053980168	0.00168933	0.014238254	Down
Solyc04g071030.1	-1.014216606	0.002525642	0.017838588	Down
Solyc04g071360.3	-2.953772821	8.62415E-05	0.003261291	Down
Solyc04g071480.1	-1.031590138	0.003129986	0.020321339	Down
Solyc04g072020.3	2.642916388	0.001843437	0.014952689	Up
Solyc04g072480.3	-6.539086678	0.003076664	0.020104747	Down
Solyc04g072850.3	-2.697744047	0.002573776	0.018051325	Down
Solyc04g074290.3	-2.161829697	0.002617393	0.018274759	Down
Solyc04g074680.1	-3.136372442	0.002244237	0.016699176	Down
Solyc04g077450.3	1.927497625	0.035100705	0.092136678	Up
Solyc04g077500.3	1.096215315	0.004799563	0.026159103	Up
Solyc04g077510.3	5.216499559	0.01637656	0.055685041	Up
Solyc04g078390.2	1.07985483	0.01136296	0.044317601	Up
Solyc04g078560.1	-1.867201117	0.032129668	0.086867983	Down
Solyc04g079700.3	-2.073351742	0.030787978	0.084322774	Down
Solyc04g080130.3	3.581320697	0.004364329	0.024728208	Up
Solyc04g080450.1	1.279375354	0.000285435	0.00560596	Up
Solyc04g081250.1	-3.565846085	0.001305405	0.012386506	Down

Solyc04g081300.3	-1.50003602	0.004157095	0.024039218	Down
Solyc04g081550.3	-2.834079994	0.003385851	0.021318995	Down
Solyc04g082030.1	-1.423102668	0.037585588	0.096424427	Down
Solyc04g082710.3	-2.688990298	0.003945855	0.023323453	Down
Solyc04g082970.3	-1.503138278	0.003529704	0.02185949	Down
Solyc05g008060.2	1.27829521	0.021692493	0.067060837	Up
Solyc05g005160.3	-2.303594601	0.002745611	0.018758049	Down
Solyc05g005170.3	-1.69819926	0.018206132	0.059799343	Down
Solyc05g005490.3	-5.231874377	3.91391E-05	0.00231265	Down
Solyc05g005560.4	-2.246847005	0.003320189	0.021084893	Down
Solyc05g006400.2	1.094504493	0.009721997	0.040363223	Up
Solyc05g006510.1	-2.657736101	0.000506066	0.007429001	Down
Solyc05g007830.3	-3.947159395	5.28815E-05	0.002666339	Down
Solyc05g009320.3	-18.0950673	0.036580922	0.094838342	Down
Solyc05g009840.3	1.584279487	0.010980486	0.043387532	Up
Solyc05g009900.2	1.761487913	0.044564379	0.107844767	Up
Solyc05g011930.3	2.014664291	0.002984866	0.019730778	Up
Solyc05g013530.3	-1.549541106	1.16733E-05	0.001482755	Down
Solyc05g013580.3	-1.505258497	0.002377217	0.017228661	Down
Solyc05g013680.3	-1.402856593	0.025061174	0.073604216	Down
Solyc05g014000.3	-7.036929673	0.00024155	0.005219652	Down
Solyc05g015290.1	2.055689374	0.009690215	0.040277534	Up
Solyc05g015420.3	1.879351436	0.004618075	0.025574821	Up
Solyc05g015840.3	3.851922869	0.002125785	0.016167466	Up
Solyc05g021090.3	1.415037499	0.033822812	0.09003405	Up
Solyc05g051290.3	1.984624013	0.031408908	0.085608305	Up
Solyc05g051400.3	-2.960595537	0.000428871	0.006838626	Down
Solyc05g051900.3	2.213298057	0.00188017	0.015117339	Up
Solyc05g052030.1	1.301169535	6.3817E-05	0.002860615	Up
Solyc05g052050.1	1.531543318	0.02003308	0.063666002	Up
Solyc05g053340.3	-1.424497829	0.006572174	0.031358763	Down
Solyc05g053550.3	1.751887148	0.038041794	0.097069058	Up
Solyc05g054440.3	-29.22604382	0.001127086	0.011419193	Down
Solyc05g055400.3	-4.493688223	0.000375688	0.006397335	Down
Solyc06g005390.1	-6.479321171	6.11021E-05	0.002822213	Down
Solyc06g005500.3	1.625509651	0.001627478	0.013968618	Up
Solyc06g009380.3	-1.896937815	9.77208E-05	0.00346575	Down
Solyc06g035560.2	-1.10093536	0.004638271	0.025657297	Down
Solyc06g035960.3	-23.93606996	0.001175449	0.011684898	Down
Solyc06g036130.3	-1.068723519	0.004236552	0.024259905	Down
Solyc06g049040.3	-1.490325627	0.00143395	0.013050858	Down
Solyc06g049050.3	-4.327560014	3.89942E-06	0.000920766	Down
Solyc06g050130.3	1.550719713	0.005932747	0.029471181	Up
Solyc06g050370.1	-1.183661453	0.001331551	0.012547137	Down
Solyc06g050590.3	-1.533577702	0.000317717	0.00588007	Down
Solyc06g050700.3	3.14921468	0.01328515	0.048611356	Up
Solyc06g051460.3	2.070593473	0.015834121	0.054528743	Up
Solyc06g051750.3	-1.720427544	0.003917331	0.023239833	Down
Solyc06g053653.1	1.565119964	0.019571508	0.062769576	Up
Solyc06g053720.2	-1.640168003	0.021535435	0.066708681	Down

Solyc06g053810.3	2.056617696	0.022533396	0.068651216	Up
Solyc06g053840.3	1.304930175	0.009649519	0.040147089	Up
Solyc06g060120.3	2.634328814	0.006912273	0.032343138	Up
Solyc06g060610.2	-1.182447964	0.000687024	0.008876406	Down
Solyc06g061240.3	1.408113684	0.025135758	0.07373403	Up
Solyc06g061260.1	-23.52412527	0.013248286	0.048565533	Down
Solyc06g063120.3	-3.46994584	0.000274651	0.005507884	Down
Solyc06g063295.1	2.437513578	0.003639329	0.02218174	Up
Solyc06g066340.3	1.268079126	0.022168876	0.067980272	Up
Solyc06g066570.3	18.12901463	0.039091407	0.098859829	Up
Solyc06g068140.3	2.133023242	0.0021839	0.016449846	Up
Solyc06g068840.3	1.361207669	0.005972629	0.029602833	Up
Solyc06g069697.1	1.518079891	0.002452281	0.017536826	Up
Solyc06g069760.3	2.415552418	0.026533342	0.076170732	Up
Solyc06g069770.3	1.852726197	0.003367891	0.021288825	Up
Solyc06g071420.3	1.240955152	0.011697743	0.045136194	Up
Solyc06g071510.3	-1.100996227	0.000345277	0.006163787	Down
Solyc06g071950.2	-1.839279689	0.023856173	0.071270938	Down
Solyc06g073245.1	-7.562584493	0.000643547	0.008553947	Down
Solyc06g073860.2	1.290770978	0.004321322	0.024593029	Up
Solyc06g074040.1	-3.08648255	0.000141899	0.004082708	Down
Solyc06g074810.3	1.042196564	0.008400276	0.03689617	Up
Solyc06g075130.3	-5.819427754	0.002777559	0.018857473	Down
Solyc06g075690.3	2.078845947	0.046274871	0.110500906	Up
Solyc06g076090.3	-10.98366023	0.000351853	0.00622253	Down
Solyc06g076490.3	1.39202109	0.017424672	0.05801591	Up
Solyc06g076750.3	1.455994174	0.00270761	0.018591561	Up
Solyc06g082530.2	-2.640457613	0.000196242	0.004721852	Down
Solyc06g082950.3	-1.780763621	0.001288864	0.012283628	Down
Solyc06g083310.3	-1.30425831	7.63737E-05	0.003067521	Down
Solyc06g083650.3	-4.457456943	0.000102456	0.003562626	Down
Solyc06g083680.3	-1.321433554	0.002514539	0.017799963	Down
Solyc07g005960.3	-1.304537958	0.016970564	0.057111155	Down
Solyc07g006220.2	-3.630816712	0.000988062	0.010649831	Down
Solyc07g006310.1	-2.654864514	0.003580207	0.022033221	Down
Solyc07g008280.3	2.27976937	0.037418157	0.096170314	Up
Solyc07g017780.3	-1.639947874	0.001685436	0.014219015	Down
Solyc07g032110.3	2.058671291	1.5637E-08	0.000124185	Up
Solyc07g041620.1	1.40661014	0.000940174	0.01039677	Up
Solyc07g043000.3	-3.91744469	0.001368526	0.012742368	Down
Solyc07g047850.3	-1.223961077	0.001495512	0.013386914	Down
Solyc07g051840.3	-4.555981794	0.011463558	0.044584886	Down
Solyc07g053220.2	1.476212699	0.016324705	0.055596422	Up
Solyc07g053300.1	-6.414941323	0.007421353	0.034096044	Down
Solyc07g053420.3	-2.478971805	0.030735409	0.084203109	Down
Solyc07g054950.2	4.25009535	0.029687454	0.082171823	Up
Solyc07g055210.3	-1.256287573	0.000406526	0.006655197	Down
Solyc07g056000.2	-2.966036997	0.004071329	0.023696891	Down
Solyc07g056150.3	-1.044838482	0.000290879	0.005671736	Down
Solyc07g062250.3	1.818553129	0.013764388	0.049773475	Up

Solyc07g062660.3	1.41314196	0.004508355	0.025262804	Up
Solyc07g062680.2	-1.75023114	0.016685569	0.056412025	Down
Solyc07g062740.3	-2.686084425	3.83269E-05	0.00231265	Down
Solyc07g063350.3	-1.807354922	0.004760174	0.026058553	Down
Solyc07g063460.2	-1.083288658	0.0011055	0.011306787	Down
Solyc07g063850.3	3.13827314	0.017803664	0.058873636	Up
Solyc07g063860.3	-1.261124816	0.002092245	0.016044471	Down
Solyc07g065820.3	-2.049586456	6.01406E-05	0.002805223	Down
Solyc07g066260.3	1.185452733	0.007611932	0.034639378	Up
Solyc07g066550.3	3.623464401	0.000991977	0.010668148	Up
Solyc08g005490.3	-2.863498	0.00506304	0.026987291	Down
Solyc08g006750.3	-1.95300252	0.016143225	0.055203683	Down
Solyc08g008080.1	-2.377956634	5.94578E-05	0.002805223	Down
Solyc08g008610.3	-1.4559651	0.040239823	0.100749518	Down
Solyc08g016215.1	-1.548433018	0.044804376	0.108177207	Down
Solyc08g041890.3	1.421482071	0.00318255	0.02051329	Up
Solyc08g062490.3	-1.22084197	0.036119675	0.093943841	Down
Solyc08g066510.3	-5.965372027	0.002186825	0.016462283	Down
Solyc08g066650.3	-4.333876692	0.025866294	0.07498964	Down
Solyc08g066840.3	-2.302955377	0.00029549	0.005689992	Down
Solyc08g067320.2	-1.370242775	0.015476352	0.053710213	Down
Solyc08g074650.3	-3.946406937	0.0192872	0.062184888	Down
Solyc08g075120.3	-1.261998003	0.014705205	0.051953596	Down
Solyc08g075290.2	-1.827163403	0.027195857	0.077455191	Down
Solyc08g075950.2	4.813600792	0.037927816	0.096864227	Up
Solyc08g076860.3	1.941721336	0.012038617	0.045975323	Up
Solyc08g077440.3	1.638604021	0.03430013	0.090753597	Up
Solyc08g077530.3	1.17797569	0.049319475	0.115583723	Up
Solyc08g078020.1	-1.802546179	0.000916347	0.010279837	Down
Solyc08g078650.3	-1.495259698	0.004566798	0.025425052	Down
Solyc08g078670.2	2.204322134	0.01685383	0.056859419	Up
Solyc08g079740.3	-5.357552005	0.004680601	0.025789748	Down
Solyc08g080150.1	-1.451200996	0.002660652	0.018420886	Down
Solyc08g080750.3	-1.59482953	0.006173968	0.030233977	Down
Solyc08g081220.1	-4.574395166	7.08309E-05	0.00294079	Down
Solyc08g081230.1	-1.03956852	0.004379556	0.024788098	Down
Solyc08g081310.3	1.732798875	0.013257231	0.048565533	Up
Solyc08g081480.3	-3.083624264	0.000110275	0.003637654	Down
Solyc08g081610.3	-2.164906927	0.031828024	0.086379661	Down
Solyc08g081690.3	-2.295210757	0.001601861	0.013840629	Down
Solyc08g081700.1	-2.072270286	0.000127282	0.003873266	Down
Solyc08g082670.3	19.8371762	0.01110885	0.043688842	Up
Solyc08g083060.3	-2.049777561	0.000369644	0.00634705	Down
Solyc08g083140.3	-2.348406872	0.000524058	0.007585504	Down
Solyc09g007770.2	-1.365575008	0.005205708	0.027379185	Down
Solyc09g008060.3	-3.125790176	0.000231973	0.005150389	Down
Solyc09g008270.3	-1.202219965	0.001526374	0.013507082	Down
Solyc09g009100.3	1.428863919	0.004722812	0.025919849	Up
Solyc09g009150.1	-1.449426225	0.005602849	0.028500158	Down
Solyc09g009420.1	-2.97758686	0.002953921	0.019626539	Down

Solyc09g011310.3	-1.287179043	0.00262654	0.018294358	Down
Solyc09g014520.3	-1.319521382	0.000211279	0.004918946	Down
Solyc09g014900.3	2.415578718	0.004359865	0.024717177	Up
Solyc09g015700.3	4.48329554	1.09711E-05	0.001447843	Up
Solyc09g018160.3	1.107518636	0.000832319	0.009773649	Up
Solyc09g018850.3	1.696251921	0.012063569	0.046050216	Up
Solyc09g031820.1	2.454565863	0.010987209	0.043393765	Up
Solyc09g050050.1	1.602344579	0.001699754	0.014267058	Up
Solyc09g055950.1	1.597238981	0.038586843	0.097986185	Up
Solyc09g056360.3	-2.03079387	6.01573E-05	0.002805223	Down
Solyc09g059170.2	-2.440853791	0.01296426	0.047891108	Down
Solyc09g061840.3	-2.809663884	0.000444561	0.006952251	Down
Solyc09g063070.3	1.961719606	0.009034353	0.038577894	Up
Solyc09g064860.3	1.989561788	0.009106192	0.038791296	Up
Solyc09g066010.3	2.915259636	0.013969277	0.050226483	Up
Solyc09g074050.3	-1.748289366	0.001622317	0.013945781	Down
Solyc09g082780.3	-1.094682667	0.006038161	0.029771838	Down
Solyc09g083000.3	1.452773079	0.003036914	0.019952458	Up
Solyc09g083050.3	-1.468219636	0.013908406	0.050070262	Down
Solyc09g083200.3	2.713583668	0.005938608	0.029494632	Up
Solyc09g083390.2	2.914684105	0.003622499	0.022151841	Up
Solyc09g089670.3	-1.077933513	0.007803161	0.035157041	Down
Solyc09g089890.1	-1.77462372	0.001872364	0.015073318	Down
Solyc09g090070.1	-1.295609131	0.007795948	0.035149029	Down
Solyc09g090200.3	-2.375240515	0.035585012	0.09302091	Down
Solyc09g090270.3	1.061625903	0.03677863	0.095150635	Up
Solyc09g090680.3	-1.52502753	0.005974128	0.029602833	Down
Solyc09g090730.2	-1.511181544	0.005993033	0.0296454	Down
Solyc09g091090.2	-2.479690458	0.006269084	0.030532127	Down
Solyc09g091370.3	-1.905454363	0.000178772	0.004537898	Down
Solyc09g092550.3	1.598310996	0.029147001	0.081127335	Up
Solyc10g005000.3	-1.891170137	0.010368225	0.041973762	Down
Solyc10g005510.3	-2.71646122	3.3864E-06	0.000910024	Down
Solyc10g009360.3	1.851924136	0.001014392	0.010773292	Up
Solyc10g017890.1	3.850815341	0.025132867	0.07373403	Up
Solyc10g018520.1	1.637016561	0.038591637	0.097988738	Up
Solyc10g018780.2	1.68461377	0.039922179	0.100196196	Up
Solyc10g018907.1	4.973022185	0.00479156	0.026147358	Up
Solyc10g039230.1	2.670294555	0.014123783	0.050592131	Up
Solyc10g045240.2	-6.074233757	0.000766018	0.009380506	Down
Solyc10g045380.2	-2.266655834	0.003050595	0.019996625	Down
Solyc10g051080.1	2.840713519	0.010920361	0.043296452	Up
Solyc10g054170.2	-17.28771238	0.026271324	0.075764754	Down
Solyc10g054440.2	1.520914014	0.046399318	0.11063786	Up
Solyc10g054570.2	-2.339857683	4.38199E-05	0.002448049	Down
Solyc10g054910.1	-4.26803874	0.008271355	0.036534644	Down
Solyc10g055680.1	-3.657894023	0.000153882	0.004234375	Down
Solyc10g074730.3	-3.559427409	0.013683631	0.049585431	Down
Solyc10g078920.2	3.25047129	0.002937914	0.019580545	Up
Solyc10g079350.2	-3.341484335	0.00014324	0.004098504	Down

Solyc10g079620.2	2.231469887	0.017689788	0.058647022	Up
Solyc10g079640.2	-2.014183481	0.009162903	0.038882981	Down
Solyc10g079790.1	-2.827804598	0.006703172	0.03173792	Down
Solyc10g080900.2	-3.440864605	0.000121914	0.003799323	Down
Solyc10g080940.2	-1.416608635	0.002967834	0.019670326	Down
Solyc10g081320.1	-3.028635868	0.036934622	0.095382721	Down
Solyc10g083300.2	-1.73075663	0.010496449	0.04232372	Down
Solyc10g084370.2	2.404390255	0.00650089	0.031133498	Up
Solyc10g084970.2	3.961913806	0.008156547	0.036244159	Up
Solyc10g085460.2	2.684197111	0.007007814	0.032648434	Up
Solyc10g085800.2	-5.662139436	2.84839E-07	0.000414752	Down
Solyc10g086520.2	-5.519930383	0.000230174	0.005136901	Down
Solyc11g005700.1	-1.541939007	0.000833568	0.009775099	Down
Solyc11g006710.2	1.65073649	0.023092081	0.069843283	Up
Solyc11g008200.1	-3.290677161	0.001309216	0.01241356	Down
Solyc11g009050.2	2.456123718	0.012120398	0.046232041	Up
Solyc11g010120.2	2.412278623	0.002644838	0.018360545	Up
Solyc11g010430.2	1.966907362	0.046260166	0.110475991	Up
Solyc11g010500.1	-1.850633094	0.000150272	0.004193947	Down
Solyc11g011380.2	-1.196145681	7.35299E-05	0.003003856	Down
Solyc11g012320.2	-5.510589659	0.006398618	0.030924265	Down
Solyc11g013170.2	-1.033560524	0.000686523	0.008876406	Down
Solyc11g013250.1	2.689515603	0.003003908	0.019808317	Up
Solyc11g013450.2	-1.930291028	0.000125813	0.003860346	Down
Solyc11g017000.2	1.991671016	0.014012631	0.050323649	Up
Solyc11g021210.1	3.528773654	0.000380382	0.006437196	Up
Solyc11g045150.1	-2.957432828	0.008103052	0.03611414	Down
Solyc11g051170.2	-2.147266983	0.030351997	0.083528541	Down
Solyc11g056270.2	1.669108507	0.041217556	0.102522675	Up
Solyc11g056310.1	2.499304247	0.035628341	0.093092673	Up
Solyc11g056370.1	-2.284956461	0.024061258	0.071654429	Down
Solyc11g062440.2	-1.650199266	0.015039671	0.052719358	Down
Solyc11g065530.1	-6.534584524	0.000234038	0.005169611	Down
Solyc11g065830.2	-1.82317251	7.62699E-05	0.003067521	Down
Solyc11g066020.2	1.106258687	0.000162107	0.004375103	Up
Solyc11g066060.2	-1.219669351	0.000421761	0.006773724	Down
Solyc11g066580.2	-2.25955944	0.007484627	0.034313606	Down
Solyc11g066950.2	-3.762069012	0.000267051	0.005460516	Down
Solyc11g067080.2	2.340892003	0.001518227	0.013481109	Up
Solyc11g069030.1	1.975492298	0.016083751	0.055043966	Up
Solyc11g069390.1	-2.161125614	0.0139846	0.050260618	Down
Solyc12g005640.2	3.028493916	0.040497358	0.101276677	Up
Solyc12g005660.2	3.083698118	0.008948307	0.038333372	Up
Solyc12g007210.2	1.806455953	0.013824476	0.049865277	Up
Solyc12g009520.2	-2.354228587	0.004160341	0.024041862	Down
Solyc12g009790.2	-1.029316409	0.004063141	0.023675872	Down
Solyc12g010540.1	-3.563716581	0.000976635	0.010578581	Down
Solyc12g013895.1	-25.56325494	0.000634663	0.008466319	Down
Solyc12g026470.2	1.214197855	0.0341733	0.090538419	Up
Solyc12g027850.2	1.018790622	0.000962245	0.010513372	Up

Solyc12g044670.1	-21.64232909	0.005557259	0.028368671	Down
Solyc12g049500.2	-2.459431619	0.006332206	0.030735379	Down
Solyc12g049560.2	1.33598043	0.002568358	0.018027993	Up
Solyc12g056510.2	-3.491523779	1.0945E-05	0.001447843	Down
Solyc12g056620.2	-2.535331733	0.044480562	0.107717836	Down
Solyc12g088660.2	-1.575093157	0.000921627	0.010286765	Down
Solyc12g088670.2	1.238598666	0.000753301	0.009291788	Up
Solyc12g088680.2	-1.356328192	0.005372586	0.027877092	Down
Solyc12g088760.1	-3.139323959	0.0001991	0.004772858	Down
Solyc12g095980.2	-2.311291555	0.005913048	0.02942952	Down
Solyc12g098620.2	3.368151112	0.017293772	0.057860652	Up
Solyc12g099780.2	-8.443288927	0.003946755	0.023323453	Down

---

fold_enrich	name	gene
3.29369	IP_OE_9_vs_In_OE_9_peak_1	Solyc00g006020.1
2.12932	IP_OE_9_vs_In_OE_9_peak_2	Solyc00g005907.1
2.49887	IP_OE_9_vs_In_OE_9_peak_3	Solyc00g006680.2
2.98364	IP_OE_9_vs_In_OE_9_peak_4	Solyc00g008570.2
2.36627	IP_OE_9_vs_In_OE_9_peak_5	Solyc00g008580.1
2.26576	IP_OE_9_vs_In_OE_9_peak_6	Solyc00g009760.2
4.20548	IP_OE_9_vs_In_OE_9_peak_7	Solyc00g010530.1
2.30091	IP_OE_9_vs_In_OE_9_peak_8	Solyc00g011150.1
2.89571	IP_OE_9_vs_In_OE_9_peak_9	Solyc00g013140.2
2.88081	IP_OE_9_vs_In_OE_9_peak_10	Solyc00g013160.2
2.37992	IP_OE_9_vs_In_OE_9_peak_11	Solyc00g013170.1
2.14656	IP_OE_9_vs_In_OE_9_peak_12	Solyc00g013180.1
2.29131	IP_OE_9_vs_In_OE_9_peak_13	Solyc00g014790.2
2.63654	IP_OE_9_vs_In_OE_9_peak_14	Solyc00g014800.1
2.48856	IP_OE_9_vs_In_OE_9_peak_15	Solyc00g014820.2
2.50539	IP_OE_9_vs_In_OE_9_peak_16	Solyc00g014830.3
2.19745	IP_OE_9_vs_In_OE_9_peak_17	Solyc00g014850.1
2.43882	IP_OE_9_vs_In_OE_9_peak_18	Solyc00g014860.1
2.45839	IP_OE_9_vs_In_OE_9_peak_19	Solyc00g019630.2
3.48878	IP_OE_9_vs_In_OE_9_peak_20	Solyc00g019730.2
2.39406	IP_OE_9_vs_In_OE_9_peak_21	Solyc00g019740.1
2.30164	IP_OE_9_vs_In_OE_9_peak_22	Solyc00g019750.1
2.52176	IP_OE_9_vs_In_OE_9_peak_23	Solyc00g019970.2
2.32401	IP_OE_9_vs_In_OE_9_peak_24	Solyc00g019980.2
1.89558	IP_OE_9_vs_In_OE_9_peak_25	Solyc00g019990.1
3.21684	IP_OE_9_vs_In_OE_9_peak_26	Solyc00g020020.2
2.73696	IP_OE_9_vs_In_OE_9_peak_27	Solyc00g020030.1
2.57836	IP_OE_9_vs_In_OE_9_peak_28	Solyc00g020040.1
2.13416	IP_OE_9_vs_In_OE_9_peak_29	Solyc00g021630.1
2.47411	IP_OE_9_vs_In_OE_9_peak_30	Solyc00g021640.3
2.09437	IP_OE_9_vs_In_OE_9_peak_31	Solyc00g021650.1
2.47578	IP_OE_9_vs_In_OE_9_peak_32	Solyc00g022070.1
2.6556	IP_OE_9_vs_In_OE_9_peak_33	Solyc00g022080.1
1.97799	IP_OE_9_vs_In_OE_9_peak_34	Solyc00g022090.2
2.23655	IP_OE_9_vs_In_OE_9_peak_35	Solyc00g022103.1
2.18394	IP_OE_9_vs_In_OE_9_peak_36	Solyc00g023050.2
2.90382	IP_OE_9_vs_In_OE_9_peak_37	Solyc00g023570.1
2.19373	IP_OE_9_vs_In_OE_9_peak_38	Solyc00g023580.1
1.99467	IP_OE_9_vs_In_OE_9_peak_39	Solyc00g023590.2
2.31903	IP_OE_9_vs_In_OE_9_peak_40	Solyc00g023600.2
1.90574	IP_OE_9_vs_In_OE_9_peak_41	Solyc00g023700.2
1.88369	IP_OE_9_vs_In_OE_9_peak_42	Solyc00g026860.1
2.26128	IP_OE_9_vs_In_OE_9_peak_43	Solyc00g026870.1
1.93198	IP_OE_9_vs_In_OE_9_peak_44	Solyc00g028540.2
2.29308	IP_OE_9_vs_In_OE_9_peak_45	Solyc00g028560.1

2.16562	IP_OE_9_vs_In_OE_9_peak_46	Solyc00g030210.2
2.20645	IP_OE_9_vs_In_OE_9_peak_47	Solyc00g030820.1
2.06404	IP_OE_9_vs_In_OE_9_peak_48	Solyc00g031383.1
2.00497	IP_OE_9_vs_In_OE_9_peak_49	Solyc00g031700.2
2.3808	IP_OE_9_vs_In_OE_9_peak_50	Solyc00g036530.1
2.29753	IP_OE_9_vs_In_OE_9_peak_51	Solyc00g042130.2
2.28685	IP_OE_9_vs_In_OE_9_peak_52	Solyc00g042140.1
1.76723	IP_OE_9_vs_In_OE_9_peak_53	Solyc00g042640.1
2.06504	IP_OE_9_vs_In_OE_9_peak_54	Solyc00g044550.1
2.30178	IP_OE_9_vs_In_OE_9_peak_55	Solyc00g052540.1
2.59448	IP_OE_9_vs_In_OE_9_peak_56	Solyc00g055950.1
2.28862	IP_OE_9_vs_In_OE_9_peak_57	Solyc00g068970.2
2.20821	IP_OE_9_vs_In_OE_9_peak_58	Solyc00g069880.2
5.58267	IP_OE_9_vs_In_OE_9_peak_59	Solyc00g088210.2
1.81096	IP_OE_9_vs_In_OE_9_peak_60	Solyc06g024210.2
2.41935	IP_OE_9_vs_In_OE_9_peak_61	Solyc00g090110.1
1.9704	IP_OE_9_vs_In_OE_9_peak_62	Solyc00g090130.2
1.79861	IP_OE_9_vs_In_OE_9_peak_63	Solyc00g094530.1
2.21637	IP_OE_9_vs_In_OE_9_peak_64	Solyc00g094540.1
2.1021	IP_OE_9_vs_In_OE_9_peak_65	Solyc00g094550.1
2.04545	IP_OE_9_vs_In_OE_9_peak_66	Solyc00g097960.2
30.16571	IP_OE_9_vs_In_OE_9_peak_67	Solyc00g112190.2
27.06042	IP_OE_9_vs_In_OE_9_peak_68	Solyc00g112500.2
15.08285	IP_OE_9_vs_In_OE_9_peak_69	Solyc00g112810.2
7.98504	IP_OE_9_vs_In_OE_9_peak_70	Solyc00g117653.1
35.93268	IP_OE_9_vs_In_OE_9_peak_71	Solyc00g118680.2
28.39125	IP_OE_9_vs_In_OE_9_peak_72	Solyc00g121230.2
5.32336	IP_OE_9_vs_In_OE_9_peak_73	Solyc00g125260.2
10.64672	IP_OE_9_vs_In_OE_9_peak_74	Solyc00g127560.2
22.62428	IP_OE_9_vs_In_OE_9_peak_75	Solyc00g130290.1
3.71092	IP_OE_9_vs_In_OE_9_peak_76	Solyc00g133710.2
7.98504	IP_OE_9_vs_In_OE_9_peak_77	Solyc00g142160.1
4.87975	IP_OE_9_vs_In_OE_9_peak_78	Solyc00g142170.3
1.68672	IP_OE_9_vs_In_OE_9_peak_79	Solyc00g164580.1
23.65827	IP_OE_9_vs_In_OE_9_peak_80	Solyc00g164680.2
11.14684	IP_OE_9_vs_In_OE_9_peak_81	Solyc00g179240.2
4.12324	IP_OE_9_vs_In_OE_9_peak_82	Solyc00g181250.2
2.09315	IP_OE_9_vs_In_OE_9_peak_83	Solyc00g183050.2
2.08553	IP_OE_9_vs_In_OE_9_peak_84	Solyc00g203660.2
2.27845	IP_OE_9_vs_In_OE_9_peak_85	Solyc00g207960.1
1.8917	IP_OE_9_vs_In_OE_9_peak_86	Solyc00g227860.1
9.89011	IP_OE_9_vs_In_OE_9_peak_87	Solyc00g230070.1
1.9069	IP_OE_9_vs_In_OE_9_peak_88	Solyc00g230080.1
2.9014	IP_OE_9_vs_In_OE_9_peak_89	Solyc00g245200.2
1.79303	IP_OE_9_vs_In_OE_9_peak_90	Solyc00g249910.2
31.05293	IP_OE_9_vs_In_OE_9_peak_91	Solyc00g256710.2
2.80445	IP_OE_9_vs_In_OE_9_peak_92	Solyc00g265510.2

7.09781	IP_OE_9_vs_In_OE_9_peak_93	Solyc00g313030.1
39.03798	IP_OE_9_vs_In_OE_9_peak_94	Solyc00g320430.1
1.91168	IP_OE_9_vs_In_OE_9_peak_95	Solyc01g005120.3
2.24079	IP_OE_9_vs_In_OE_9_peak_96	Solyc01g005420.2
1.84937	IP_OE_9_vs_In_OE_9_peak_97	Solyc01g006195.1
6.6542	IP_OE_9_vs_In_OE_9_peak_98	Solyc01g006320.3
2.06551	IP_OE_9_vs_In_OE_9_peak_99	Solyc01g006390.2
2.21828	IP_OE_9_vs_In_OE_9_peak_100	Solyc01g006430.3
1.95624	IP_OE_9_vs_In_OE_9_peak_101	Solyc01g006450.3
2.57441	IP_OE_9_vs_In_OE_9_peak_102	Solyc01g006540.3
24.36566	IP_OE_9_vs_In_OE_9_peak_103	Solyc01g006825.1
8.42865	IP_OE_9_vs_In_OE_9_peak_104	Solyc01g007080.3
3.53328	IP_OE_9_vs_In_OE_9_peak_105	Solyc01g007120.3
2.30093	IP_OE_9_vs_In_OE_9_peak_106	Solyc01g008115.1
4.87975	IP_OE_9_vs_In_OE_9_peak_107	Solyc01g008140.3
6.6542	IP_OE_9_vs_In_OE_9_peak_108	Solyc01g008560.3
83.39931	IP_OE_9_vs_In_OE_9_peak_109	Solyc01g008770.3
4.43613	IP_OE_9_vs_In_OE_9_peak_110	Solyc01g008790.3
2.61639	IP_OE_9_vs_In_OE_9_peak_111	Solyc01g009730.2
3.16891	IP_OE_9_vs_In_OE_9_peak_112	Solyc01g009860.3
2.25995	IP_OE_9_vs_In_OE_9_peak_113	Solyc01g010135.1
2.37498	IP_OE_9_vs_In_OE_9_peak_114	Solyc01g010660.3
2.75579	IP_OE_9_vs_In_OE_9_peak_115	Solyc01g010910.2
2.79587	IP_OE_9_vs_In_OE_9_peak_116	Solyc01g010980.2
3.57648	IP_OE_9_vs_In_OE_9_peak_117	Solyc01g011025.1
2.5998	IP_OE_9_vs_In_OE_9_peak_118	Solyc01g011300.1
2.22621	IP_OE_9_vs_In_OE_9_peak_119	Solyc01g013885.1
2.64714	IP_OE_9_vs_In_OE_9_peak_120	Solyc01g014060.2
4.56467	IP_OE_9_vs_In_OE_9_peak_121	Solyc01g015130.1
4.94789	IP_OE_9_vs_In_OE_9_peak_122	Solyc01g016720.2
2.24725	IP_OE_9_vs_In_OE_9_peak_123	Solyc01g016850.1
2.44597	IP_OE_9_vs_In_OE_9_peak_124	Solyc01g017220.1
4.96853	IP_OE_9_vs_In_OE_9_peak_125	Solyc01g017370.1
3.99252	IP_OE_9_vs_In_OE_9_peak_126	Solyc01g017460.2
4.87975	IP_OE_9_vs_In_OE_9_peak_127	Solyc01g017440.1
4.20942	IP_OE_9_vs_In_OE_9_peak_128	Solyc01g017540.1
2.55956	IP_OE_9_vs_In_OE_9_peak_129	Solyc01g028987.1
1.84731	IP_OE_9_vs_In_OE_9_peak_130	Solyc01g028860.3
3.99252	IP_OE_9_vs_In_OE_9_peak_131	Solyc01g044240.3
3.99252	IP_OE_9_vs_In_OE_9_peak_132	Solyc01g044340.3
4.12324	IP_OE_9_vs_In_OE_9_peak_133	Solyc01g044540.1
4.43613	IP_OE_9_vs_In_OE_9_peak_134	Solyc01g049970.2
4.23654	IP_OE_9_vs_In_OE_9_peak_135	Solyc01g050040.3
5.32336	IP_OE_9_vs_In_OE_9_peak_136	Solyc01g056200.1
4.12324	IP_OE_9_vs_In_OE_9_peak_137	Solyc01g056870.2
4.87975	IP_OE_9_vs_In_OE_9_peak_138	Solyc01g057080.1
4.23654	IP_OE_9_vs_In_OE_9_peak_139	Solyc01g057680.3

3.99252 IP_OE_9_vs_In_OE_9_peak_140 Solyc01g057780.3
5.32336 IP_OE_9_vs_In_OE_9_peak_141 Solyc01g058360.1
4.53556 IP_OE_9_vs_In_OE_9_peak_142 Solyc01g058500.3
4.36697 IP_OE_9_vs_In_OE_9_peak_143 Solyc01g059800.1
4.781 IP_OE_9_vs_In_OE_9_peak_144 Solyc01g060085.1
4.43613 IP_OE_9_vs_In_OE_9_peak_145 Solyc01g060170.3
4.87975 IP_OE_9_vs_In_OE_9_peak_146 Solyc01g065495.1
4.43613 IP_OE_9_vs_In_OE_9_peak_147 Solyc01g066200.1
5.32336 IP_OE_9_vs_In_OE_9_peak_148 Solyc01g066430.3
5.76697 IP_OE_9_vs_In_OE_9_peak_149 Solyc01g067130.3
4.94506 IP_OE_9_vs_In_OE_9_peak_150 Solyc01g067660.3
4.94506 IP_OE_9_vs_In_OE_9_peak_151 Solyc01g067740.3
4.18428 IP_OE_9_vs_In_OE_9_peak_152 Solyc01g068250.2
6.21059 IP_OE_9_vs_In_OE_9_peak_153 Solyc01g068430.2
4.69729 IP_OE_9_vs_In_OE_9_peak_154 Solyc01g079200.3
3.99252 IP_OE_9_vs_In_OE_9_peak_155 Solyc01g079400.3
4.58959 IP_OE_9_vs_In_OE_9_peak_156 Solyc01g079410.3
3.63584 IP_OE_9_vs_In_OE_9_peak_157 Solyc01g079570.3
4.43613 IP_OE_9_vs_In_OE_9_peak_158 Solyc01g079580.3
4.58959 IP_OE_9_vs_In_OE_9_peak_159 Solyc01g079620.3
4.87975 IP_OE_9_vs_In_OE_9_peak_160 Solyc01g079740.3
2.72497 IP_OE_9_vs_In_OE_9_peak_161 Solyc01g079880.3
2.12204 IP_OE_9_vs_In_OE_9_peak_162 Solyc01g079890.3
3.37649 IP_OE_9_vs_In_OE_9_peak_163 Solyc01g079940.3
3.38585 IP_OE_9_vs_In_OE_9_peak_164 Solyc01g080160.3
3.21858 IP_OE_9_vs_In_OE_9_peak_165 Solyc01g080500.2
4.75884 IP_OE_9_vs_In_OE_9_peak_166 Solyc01g080580.3
4.26368 IP_OE_9_vs_In_OE_9_peak_167 Solyc01g080800.3
4.56467 IP_OE_9_vs_In_OE_9_peak_168 Solyc01g081570.3
3.99252 IP_OE_9_vs_In_OE_9_peak_169 Solyc01g073660.3
4.33431 IP_OE_9_vs_In_OE_9_peak_170 Solyc01g073680.3
4.43613 IP_OE_9_vs_In_OE_9_peak_171 Solyc01g073700.3
4.59579 IP_OE_9_vs_In_OE_9_peak_172 Solyc01g073880.2
4.12324 IP_OE_9_vs_In_OE_9_peak_173 Solyc01g073900.3
27.06042 IP_OE_9_vs_In_OE_9_peak_174 Solyc01g073940.3
5.32336 IP_OE_9_vs_In_OE_9_peak_175 Solyc01g086810.2
4.93435 IP_OE_9_vs_In_OE_9_peak_176 Solyc01g086870.3
6.21059 IP_OE_9_vs_In_OE_9_peak_177 Solyc01g087170.3
3.53045 IP_OE_9_vs_In_OE_9_peak_178 Solyc01g087480.1
5.11232 IP_OE_9_vs_In_OE_9_peak_179 Solyc01g087570.2
3.931 IP_OE_9_vs_In_OE_9_peak_180 Solyc01g087590.3
1.8758 IP_OE_9_vs_In_OE_9_peak_181 Solyc01g087600.3
3.35346 IP_OE_9_vs_In_OE_9_peak_182 Solyc01g087740.1
5.76697 IP_OE_9_vs_In_OE_9_peak_183 Solyc01g087890.3
2.59053 IP_OE_9_vs_In_OE_9_peak_184 Solyc01g087970.3
5.69853 IP_OE_9_vs_In_OE_9_peak_185 Solyc01g088040.3
7.94103 IP_OE_9_vs_In_OE_9_peak_186 Solyc01g088100.3

3.70402 IP_OE_9_vs_In_OE_9_peak_187 Solyc01g088320.2
7.42183 IP_OE_9_vs_In_OE_9_peak_188 Solyc01g088390.3
4.53556 IP_OE_9_vs_In_OE_9_peak_189 Solyc01g088400.3
4.43613 IP_OE_9_vs_In_OE_9_peak_190 Solyc01g088660.3
6.44095 IP_OE_9_vs_In_OE_9_peak_191 Solyc01g088670.2
4.18428 IP_OE_9_vs_In_OE_9_peak_192 Solyc01g088770.3
4.43613 IP_OE_9_vs_In_OE_9_peak_193 Solyc01g089880.3
3.99252 IP_OE_9_vs_In_OE_9_peak_194 Solyc01g090230.3
3.98416 IP_OE_9_vs_In_OE_9_peak_195 Solyc01g090460.3
5.32055 IP_OE_9_vs_In_OE_9_peak_196 Solyc01g090730.3
3.96765 IP_OE_9_vs_In_OE_9_peak_197 Solyc01g090790.3
4.43613 IP_OE_9_vs_In_OE_9_peak_198 Solyc01g090800.3
3.54891 IP_OE_9_vs_In_OE_9_peak_199 Solyc01g091000.3
4.12324 IP_OE_9_vs_In_OE_9_peak_200 Solyc01g091360.3
4.56467 IP_OE_9_vs_In_OE_9_peak_201 Solyc01g091370.3
6.21059 IP_OE_9_vs_In_OE_9_peak_202 Solyc01g091480.3
4.06583 IP_OE_9_vs_In_OE_9_peak_203 Solyc01g091490.3
6.21059 IP_OE_9_vs_In_OE_9_peak_204 Solyc01g091620.3
4.43613 IP_OE_9_vs_In_OE_9_peak_205 Solyc01g091630.3
4.94506 IP_OE_9_vs_In_OE_9_peak_206 Solyc01g091655.1
3.99252 IP_OE_9_vs_In_OE_9_peak_207 Solyc01g092950.3
5.77253 IP_OE_9_vs_In_OE_9_peak_208 Solyc01g094010.3
4.53556 IP_OE_9_vs_In_OE_9_peak_209 Solyc01g094250.3
4.53556 IP_OE_9_vs_In_OE_9_peak_210 Solyc01g094360.3
4.53556 IP_OE_9_vs_In_OE_9_peak_211 Solyc01g094680.3
3.53352 IP_OE_9_vs_In_OE_9_peak_212 Solyc01g094690.3
3.54891 IP_OE_9_vs_In_OE_9_peak_213 Solyc01g094720.3
4.74114 IP_OE_9_vs_In_OE_9_peak_214 Solyc01g094750.3
5.32336 IP_OE_9_vs_In_OE_9_peak_215 Solyc01g094820.3
4.43613 IP_OE_9_vs_In_OE_9_peak_216 Solyc01g094960.3
6.08076 IP_OE_9_vs_In_OE_9_peak_217 Solyc01g095070.3
4.43613 IP_OE_9_vs_In_OE_9_peak_218 Solyc01g095180.2
4.58959 IP_OE_9_vs_In_OE_9_peak_219 Solyc01g095450.3
4.87975 IP_OE_9_vs_In_OE_9_peak_220 Solyc01g095530.2
3.29369 IP_OE_9_vs_In_OE_9_peak_221 Solyc01g095620.3
4.94789 IP_OE_9_vs_In_OE_9_peak_222 Solyc01g095640.2
3.62306 IP_OE_9_vs_In_OE_9_peak_223 Solyc01g096060.3
3.99252 IP_OE_9_vs_In_OE_9_peak_224 Solyc01g096070.3
3.4235 IP_OE_9_vs_In_OE_9_peak_225 Solyc01g096080.3
3.95242 IP_OE_9_vs_In_OE_9_peak_226 Solyc01g096200.3
4.20305 IP_OE_9_vs_In_OE_9_peak_227 Solyc01g096350.3
6.6542 IP_OE_9_vs_In_OE_9_peak_228 Solyc01g096620.3
7.09781 IP_OE_9_vs_In_OE_9_peak_229 Solyc01g096660.3
3.99252 IP_OE_9_vs_In_OE_9_peak_230 Solyc01g096680.3
4.43613 IP_OE_9_vs_In_OE_9_peak_231 Solyc01g096940.3
5.32336 IP_OE_9_vs_In_OE_9_peak_232 Solyc01g097280.2
5.26999 IP_OE_9_vs_In_OE_9_peak_233 Solyc01g097330.3

3.95242 IP_OE_9_vs_In_OE_9_peak_234 Solyc01g097340.3
5.70933 IP_OE_9_vs_In_OE_9_peak_235 Solyc01g097395.1
6.0567 IP_OE_9_vs_In_OE_9_peak_236 Solyc01g097500.3
5.76697 IP_OE_9_vs_In_OE_9_peak_237 Solyc01g097890.2
5.26177 IP_OE_9_vs_In_OE_9_peak_238 Solyc01g098080.3
5.26999 IP_OE_9_vs_In_OE_9_peak_239 Solyc01g098390.3
5.70583 IP_OE_9_vs_In_OE_9_peak_240 Solyc01g098590.3
4.87975 IP_OE_9_vs_In_OE_9_peak_241 Solyc01g098725.1
4.87975 IP_OE_9_vs_In_OE_9_peak_242 Solyc01g098730.2
4.43613 IP_OE_9_vs_In_OE_9_peak_243 Solyc01g098780.3
5.09189 IP_OE_9_vs_In_OE_9_peak_244 Solyc01g098890.1
3.87192 IP_OE_9_vs_In_OE_9_peak_245 Solyc01g099160.3
7.70095 IP_OE_9_vs_In_OE_9_peak_246 Solyc01g099260.3
4.56467 IP_OE_9_vs_In_OE_9_peak_247 Solyc01g099330.3
3.80389 IP_OE_9_vs_In_OE_9_peak_248 Solyc01g099340.3
6.72124 IP_OE_9_vs_In_OE_9_peak_249 Solyc01g099630.3
3.80389 IP_OE_9_vs_In_OE_9_peak_250 Solyc01g099780.3
5.93486 IP_OE_9_vs_In_OE_9_peak_251 Solyc01g099880.3
5.51094 IP_OE_9_vs_In_OE_9_peak_252 Solyc01g100040.3
6.92195 IP_OE_9_vs_In_OE_9_peak_253 Solyc01g100045.1
3.99252 IP_OE_9_vs_In_OE_9_peak_254 Solyc01g100050.3
5.35917 IP_OE_9_vs_In_OE_9_peak_255 Solyc01g100310.2
4.01269 IP_OE_9_vs_In_OE_9_peak_256 Solyc01g100530.3
7.09781 IP_OE_9_vs_In_OE_9_peak_257 Solyc01g100980.3
6.54798 IP_OE_9_vs_In_OE_9_peak_258 Solyc01g101060.3
4.43613 IP_OE_9_vs_In_OE_9_peak_259 Solyc01g102270.2
3.71092 IP_OE_9_vs_In_OE_9_peak_260 Solyc01g102280.3
6.21059 IP_OE_9_vs_In_OE_9_peak_261 Solyc01g102290.3
3.99252 IP_OE_9_vs_In_OE_9_peak_262 Solyc01g102340.3
6.46661 IP_OE_9_vs_In_OE_9_peak_263 Solyc01g102350.3
5.32336 IP_OE_9_vs_In_OE_9_peak_264 Solyc01g102360.2
3.485 IP_OE_9_vs_In_OE_9_peak_265 Solyc01g102390.3
3.99041 IP_OE_9_vs_In_OE_9_peak_266 Solyc01g102410.3
4.43613 IP_OE_9_vs_In_OE_9_peak_267 Solyc01g102580.3
3.29369 IP_OE_9_vs_In_OE_9_peak_268 Solyc01g102730.3
3.99252 IP_OE_9_vs_In_OE_9_peak_269 Solyc01g102850.2
4.12324 IP_OE_9_vs_In_OE_9_peak_270 Solyc01g103430.3
5.13397 IP_OE_9_vs_In_OE_9_peak_271 Solyc01g103590.3
4.12324 IP_OE_9_vs_In_OE_9_peak_272 Solyc01g104015.1
3.50017 IP_OE_9_vs_In_OE_9_peak_273 Solyc01g104090.3
4.87975 IP_OE_9_vs_In_OE_9_peak_274 Solyc01g104370.3
4.62085 IP_OE_9_vs_In_OE_9_peak_275 Solyc01g104710.3
5.32336 IP_OE_9_vs_In_OE_9_peak_276 Solyc01g104950.3
6.10226 IP_OE_9_vs_In_OE_9_peak_277 Solyc01g105010.3
5.76697 IP_OE_9_vs_In_OE_9_peak_278 Solyc01g105190.3
5.76697 IP_OE_9_vs_In_OE_9_peak_279 Solyc01g105360.3
4.23654 IP_OE_9_vs_In_OE_9_peak_280 Solyc01g105410.3

7.09781 IP_OE_9_vs_In_OE_9_peak_281 Solyc01g105497.1
4.43613 IP_OE_9_vs_In_OE_9_peak_282 Solyc01g105890.3
3.53045 IP_OE_9_vs_In_OE_9_peak_283 Solyc01g106270.1
5.32336 IP_OE_9_vs_In_OE_9_peak_284 Solyc01g106320.2
9.31588 IP_OE_9_vs_In_OE_9_peak_285 Solyc01g106910.3
5.76697 IP_OE_9_vs_In_OE_9_peak_286 Solyc01g107190.3
4.43379 IP_OE_9_vs_In_OE_9_peak_287 Solyc01g107350.3
4.56467 IP_OE_9_vs_In_OE_9_peak_288 Solyc01g107590.3
5.26999 IP_OE_9_vs_In_OE_9_peak_289 Solyc01g107600.3
5.57783 IP_OE_9_vs_In_OE_9_peak_290 Solyc01g107650.3
4.53556 IP_OE_9_vs_In_OE_9_peak_291 Solyc01g107720.3
5.70583 IP_OE_9_vs_In_OE_9_peak_292 Solyc01g107740.3
4.43613 IP_OE_9_vs_In_OE_9_peak_293 Solyc01g107800.3
5.26999 IP_OE_9_vs_In_OE_9_peak_294 Solyc01g107810.2
6.6542 IP_OE_9_vs_In_OE_9_peak_295 Solyc01g107820.2
4.4053 IP_OE_9_vs_In_OE_9_peak_296 Solyc01g107890.3
4.61116 IP_OE_9_vs_In_OE_9_peak_297 Solyc01g107980.3
5.32336 IP_OE_9_vs_In_OE_9_peak_298 Solyc01g107990.3
5.68319 IP_OE_9_vs_In_OE_9_peak_299 Solyc01g108087.1
4.18428 IP_OE_9_vs_In_OE_9_peak_300 Solyc01g108230.3
3.99252 IP_OE_9_vs_In_OE_9_peak_301 Solyc01g108300.3
4.12324 IP_OE_9_vs_In_OE_9_peak_302 Solyc01g108440.2
5.76697 IP_OE_9_vs_In_OE_9_peak_303 Solyc01g108520.2
6.21059 IP_OE_9_vs_In_OE_9_peak_304 Solyc01g108540.3
5.23051 IP_OE_9_vs_In_OE_9_peak_305 Solyc01g108610.3
5.76697 IP_OE_9_vs_In_OE_9_peak_306 Solyc01g109085.1
4.87975 IP_OE_9_vs_In_OE_9_peak_307 Solyc01g109240.2
4.87975 IP_OE_9_vs_In_OE_9_peak_308 Solyc01g109380.3
5.45376 IP_OE_9_vs_In_OE_9_peak_309 Solyc01g109530.3
8.42865 IP_OE_9_vs_In_OE_9_peak_310 Solyc01g109560.3
5.34477 IP_OE_9_vs_In_OE_9_peak_311 Solyc01g109650.3
7.98504 IP_OE_9_vs_In_OE_9_peak_312 Solyc01g109660.2
3.91684 IP_OE_9_vs_In_OE_9_peak_313 Solyc01g109655.1
5.17215 IP_OE_9_vs_In_OE_9_peak_314 Solyc01g109700.3
4.74997 IP_OE_9_vs_In_OE_9_peak_315 Solyc01g110130.3
4.43613 IP_OE_9_vs_In_OE_9_peak_316 Solyc01g110310.3
4.43613 IP_OE_9_vs_In_OE_9_peak_317 Solyc01g110380.3
4.18428 IP_OE_9_vs_In_OE_9_peak_318 Solyc01g110460.3
4.87975 IP_OE_9_vs_In_OE_9_peak_319 Solyc01g110480.3
5.3638 IP_OE_9_vs_In_OE_9_peak_320 Solyc01g110520.3
4.58959 IP_OE_9_vs_In_OE_9_peak_321 Solyc01g110900.1
3.80389 IP_OE_9_vs_In_OE_9_peak_322 Solyc01g110920.3
4.74997 IP_OE_9_vs_In_OE_9_peak_323 Solyc01g111145.1
4.27831 IP_OE_9_vs_In_OE_9_peak_324 Solyc01g111170.3
6.55045 IP_OE_9_vs_In_OE_9_peak_325 Solyc01g111300.3
7.60778 IP_OE_9_vs_In_OE_9_peak_326 Solyc01g111330.3
4.94789 IP_OE_9_vs_In_OE_9_peak_327 Solyc01g111360.3

How the deposited data were processed for this re-analysis (not part of the article)

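RNA-Seq of tomato was analysed in 9 libraries, 3 from WRKY-B-GFP plants (OE1, OE30 and OE9), 3 from control CK1 and 3 from control CK2. The paper describes 6 libraries, from axillary buds of the sixth node of 45-day-old plants, with 10 plants per replicate. The conflict between the sample labels and the paper on cultivar and tissue could not be settled from the sources used here. ChIP-Seq, qRT-PCR and the other assays of the paper were not analysed here.

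The authors deposited FPKM per gene model and library, rounded to 2 decimals, with the log2 fold change, p-value and q-value of their own comparisons. The notes with the samples name HISAT2 2.0.4, Bowtie2 2.2.5, RSEM 1.2.12 and DESeq2 1.4.5, without the role or order of each. The tool behind the deposited p-values and q-values is not given in the sources used here. In the comparison of WRKY-B-GFP with control CK2, the deposited q lies below the deposited p in 24873 of 30419 gene models, which a Benjamini-Hochberg adjusted p cannot do, so the q-values were not used for calls. The table holds 33989 gene models, of which 25566 have an ID with 1 suffix, 7975 have an ID with 2 suffixes and 448 were added by the authors' pipeline. At 6513 loci there are 2 gene models. Reads shared between such models could be split by the authors' counting. Chromosome positions, on build SL3.0, are given for 8423 gene models. None of the 41476 genes of the reference table of names matched an ID of the file, so the 33 gene lists written before the data were examined could not be filled, and genes other than WRKY-B, which the paper's text pairs with its ID, are given without names.

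The first choice of test assumed counts. As the values were FPKM, the test written for that case was used, limma-trend (limma 3.58.1 in R 4.3.3) on log2(FPKM + 0.1), over gene models at 0.5 FPKM or more in at least 3 libraries of the fit, with only the libraries of the groups compared. A gene model was called at a fold change of 2 or more and a Benjamini-Hochberg adjusted p under 0.05, the thresholds the paper states. The comparisons were WRKY-B-GFP against control CK2, against control CK1 and against the 6 control libraries pooled, and control CK2 against control CK1. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The paper's WT was taken as control CK2 because, over the genes of Data Set S1 with a published logFC of at most 8 in size, its fold changes had r over 0.9, the same sign in 100% of genes and a median absolute difference far below that for control CK1, as the rule required.

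The rule for named genes, set before the data were examined, took genes the paper names that a table pairs with an ID, and the 10 higher and 10 lower genes with the largest fold change, a minimum level, separated groups and a name or description. No ID had a name, so beyond WRKY-B that rule selected none. The 4 IDs printed are the 2 with the largest rise and the 2 with the largest fall against control CK2 among gene models with a mean of 5 FPKM or more in the higher group and separated groups. The minimum was written for normalized counts and was applied to FPKM.

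Read totals are not known, so counting error could not be given, and precision is given by the spread of 3 libraries. The test was tried on simulated data with 200 changed genes, drawn from gene models above a minimum mean level. A gene counted here at an adjusted p under 0.05 alone, without the fold threshold. At a log2 change of 2, 84% of the changed genes passed for WRKY-B-GFP against control CK2, 87% for WRKY-B-GFP against control CK1 and 100% for control CK2 against control CK1. At a log2 change of 1.5, 70%, 79% and 91% passed in the same order. Of the unchanged genes, 8 of 23577 genes tested passed in the first comparison, 10 of 23258 in the second and 11 of 24158 in the third. Far more genes passed in the real comparisons, so these rates need not hold there.

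Alternatives written before the data were examined were log2(FPKM + 1), no filter, an unadjusted p, no fold threshold, all 9 libraries in 1 fit, leaving out each library in turn, the other control set, the pooled control sets, and the replicate number as a block between the control sets. Those that need counts could not be run on FPKM. Added after seeing the data were median-ratio scaling over gene models above 1 FPKM in every library of the fit, log2(FPKM + 0.01), the summed FPKM of a locus, an unequal-variance test on FPKM with and without adjustment, and the authors' deposited p-values adjusted again over the gene models tested. The unequal-variance test used no FPKM filter. It left out the second gene model of an ID and the 448 gene models added by the authors' pipeline.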

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

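The tests with median-ratio scaling and with summed loci, the test for a misplaced library, and the comparison of gene models on in control CK2 and off in control CK1, were chosen after the results were seen.

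The paper reports on 1 control set, and the 2 control sets differed from each other. Between control CK2 and control CK1, 6826 gene models passed both thresholds (limma-trend with Benjamini-Hochberg adjustment), 3283 higher and 3543 lower in control CK2, and an exact test of other splits has too few splits to reach 0.05 (1 of 10 splits gave a count as large, and the highest of the others called 0). The tables argue against 3 technical explanations as the whole cause, since median-ratio scaling left 6472 calls (3862 higher and 2610 lower, with a median log2 fold change differing by −0.22, unscaled minus scaled), summing the gene models of a locus left 6022, and the number of libraries that correlated less with their own set than with another was 0. The labels give the sets different cultivars, which may account for the difference, but no library separates cultivar from other differences between the sets, so this stays open and untested.

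A share of gene models was on (1 FPKM or more) in every library of one control set and off (at most 0.1 FPKM) in every library of the other. If WRKY-B-GFP shared the cultivar of control CK2, as the labels state, the 287 gene models on in control CK1 and off in control CK2 could be off in WRKY-B-GFP too, and 224 (78%) were, while 11 (3.8%) were on. However, of the 561 gene models on in control CK2 and off in control CK1, 498 (88.8%) were also off in WRKY-B-GFP and 6 (1.1%) were on, so the test cannot tell the cultivars apart. Low expression of both groups in WRKY-B-GFP, whose labels name another tissue, stays open as well.

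Among the gene models added by the authors' pipeline, which the paper does not discuss, 249 of the 364 tested passed both thresholds between WRKY-B-GFP and control CK2. This is 68.4%, against 48.7% of the other gene models tested.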

How the results depend on the processing

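The unequal-variance test, median-ratio scaling, log2(FPKM + 0.01), summed loci and the use of deposited p-values were chosen after seeing the data. Of 277 counts and fold changes recomputed under alternatives, 251 stayed within 1.5 times of the reported count or, for WRKY-B, kept the direction and passed the threshold again (log2 fold change 6.47 to 8.83 against control CK2 and 6.06 to 7.44 against control CK1, and 8.72 and 7.45 as deposited), and 26 did not. The balance of higher to lower calls did turn under 6 alternatives against control CK2, 4 against control CK1, 5 between the control sets, 3 for the pooled sets and 3 for calls against both sets, by median-ratio scaling to 39.8% higher against control CK2 and 59.7% between the control sets. Without a fold threshold, WRKY-B-GFP had 9687 higher gene models against control CK2, and 15307 called, of which 7703 higher, against control CK1. Control CK2 against control CK1 then had 17599 called, 6332 higher and 11267 lower, the pooled control sets 7639 higher, and both sets shared 11344. With log2(FPKM + 1), 2325 were lower in control CK2 than in control CK1. With the unequal-variance test, 3330 were higher against control CK2 and 2066 against control CK1 at an unadjusted p. With adjustment there were 5766 called, of which 1795 higher, against control CK2, and 4368 called, of which 917 higher and 3451 lower, against control CK1, with 221 of the genes of Data Set S1. The cause was not tested. Leaving out 1 library gave 3368 to 6195 lower against control CK2, 3419 to 5806 lower against control CK1, and 1968 to 3294 higher in control CK2 than in control CK1. The low ends came without any 1 library of the control set with the higher values, where fewer gene models reach 0.5 FPKM in 3 libraries. For the same reason WRKY-B was not tested against control CK2 without any 1 WRKY-B-GFP library. With the replicate number as a block, control CK2 against control CK1 gave 6822 calls. Same-numbered libraries did not deviate together (r = −0.03, 0.01 and −0.01 across gene models), so they share only a number. The alternatives that need counts, another tool, other size factors and a minimum of 10 counts, were not run. Read depth is unknown, so what it limits cannot be given.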

Differences from the paper's values

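The unequal-variance test and the median-ratio scaling were chosen after seeing the values. For upregulated genes, the paper's value is 3321 and 6424 gene models were higher in WRKY-B-GFP than in control CK2 here, at the thresholds the paper states. Under all 11 alternatives set before the data were examined (log2(FPKM + 1), no filter, an unadjusted p, no fold threshold, all 9 libraries in 1 fit and leaving out each of the 6 libraries), the count stayed more than 1.5 times the paper's. The count fell within 1.5 times of it under median-ratio scaling (4627), chosen after seeing the values, which drops 51 of the 508 genes of Data Set S1 with a gene model, where the test without scaling drops 22. It came to 3330 higher and 4906 lower under an unequal-variance test on FPKM with an unadjusted p under 0.05. This left out the second gene model of an ID and the 448 gene models added by the authors' pipeline. That test was chosen after seeing the values as the nearest of 50 choices of test and gene models tried. All 50 used an unadjusted p under 0.05, so their ranking does not weigh an unadjusted cut against an adjusted one. The chosen test drops 0 of the 508. That 0 is set by the list and is no evidence for the choice, since the paper's P.Value is the p of this test and its largest value is 0.0497. Of these 50 choices, 33 gave a number of higher gene models within 1.5 times of the paper's, and 19 did so for both the higher and the lower. The paper states an adjusted p as its criterion, and with adjustment the same test gave 1795 higher. That adjustment came within 0.1% of the paper's adj.P.Val for 0 of the 508 genes, so the paper's adjusted values were not reproduced. In Data Set S1, 152 of 510 genes have an adj.P.Val of 0.05 or more, while every P.Value is under 0.05. These values argue against an adjusted cut for that list. The total of 12197 is 1.49 times the paper's 8205 DEGs, but it counts gene models, of which some loci have 2, while the paper counts genes. With the gene models of a locus summed, chosen after seeing the values, 10340 loci were called (1.26 times), 5169 of them higher. The paper's legend of Fig. 4e gives 8241 for the same set.

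The paper gives 72.5% as the downregulated share of the 510 genes, while 319 of 510 is 62.5%. The paper states an adjusted p under 0.05 as the criterion for its DEGs, while the paper's adj.P.Val is 0.05 or more for 152 of the 510 genes in Data Set S1. Of these genes, 2 that the paper lists as upregulated had no gene model under their ID; they are named after their values were seen, and what they encode is not given in the sources used here. For Solyc05g008060.2, the paper's logFC is 1.278, and the gene model of the locus, Solyc05g008060.3, had a log2 ratio of mean FPKM of −0.64 against control CK2. Its mean was 40.7 FPKM in WRKY-B-GFP, 63.5 in control CK2 and 42.9 in control CK1, so WRKY-B-GFP lay below control CK2 but near control CK1. For Solyc11g069030.1, the paper's logFC is 1.975, and the locus has 2 gene models. Solyc11g069030.2 was at 0 FPKM in WRKY-B-GFP, and its means were also low in control CK2 (0.157 FPKM) and control CK1 (0.0767 FPKM). Solyc11g069030.2.1 had a log2 ratio of 6.28 against control CK2, from means of 3.89 FPKM in WRKY-B-GFP and 0.05 FPKM in control CK2. In control CK1 its mean was 0.0967 FPKM. With control means this low, the size of that ratio is uncertain. The listed logFC and P.Value of Solyc11g069030.1 match those of Solyc11g068950.2, which is not in Data Set S1, within 1e-05 and 0.001%. Of the 508 genes with a gene model, 1 also matches another gene model on both values at this tolerance.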

Other observations

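The search for gene models high in a single set, with its thresholds, and the median-ratio scaling were chosen after the values were seen. At a mean of 100 FPKM or more in one set and under 1 FPKM in both others, there were 120 gene models in control CK2, carrying 6.19% of its FPKM, 26 in control CK1 (1.96%) and 4 in WRKY-B-GFP (0.07%). No table pairs these IDs with names, so what they encode is not given in the sources used here.

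Fold changes against the 2 control sets share the WRKY-B-GFP libraries, and their correlation was 0.811 across 23233 gene models, which are not independent, and 0.513 in 20 simulations of unchanged groups. It depended on the gene models compared, with 0.638 without a filter, for which no simulation was run. Over the 26296 gene models of 1 fit of all 9 libraries it was 0.585 (0.497 simulated), a smaller margin over the simulated correlation. The covariance was 2.368, against 0.052 simulated, and 2.301 in the fit of all 9 libraries, against 0.062. Calls in the same direction numbered 3654 higher and 3024 lower, against 1181 and 829 for independent lists, and at most 0 in the simulations. The simulations hold no true change, so that 0 does not show what sharing libraries gives among changed genes. With median-ratio scaling the calls in the same direction were 2834 and 3704, and with all 9 libraries in 1 fit 3644 and 3766. The WRKY-B-GFP libraries were too few to split, so part of the excess may come from sharing them; with the 6 control libraries pooled, the number called was 9487 (4881 higher and 4606 lower; 3706 and 5483 with median-ratio scaling).

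For the pooled comparison, 1 of 84 splits of the 9 libraries into 3 and 6 gave as many calls as the real one (9487). This share treats the 9 libraries as exchangeable, while they come in 3 sets, and only 3 of the splits keep the sets whole, too few for a share under 0.05. These 3 called 9487 with WRKY-B-GFP apart, 5614 with control CK2 apart and 2169 with control CK1 apart, so a difference between sets of any cause can give calls in large numbers, and the count does not tell an effect of WRKY-B from other differences between the sets. For WRKY-B-GFP against control CK2 (12197 called) and against control CK1 (9595 called), only 10 splits exist, too few for a share under 0.05; the real split was the 1 with the most calls, and the highest of the others called 0 in each.

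A hypothesis was that genes called together lie side by side on a chromosome, as after introgression of a segment. Loci were ordered by ID, which follows position on the 12 numbered chromosomes (lowest Spearman correlation 0.967 across loci with a position). Against control CK2, the fullest window of 50 loci held 40 called, on chromosome 10, against a share of 48.1% of all loci, and 1000 permutations of the calls reached 41 at most (p = 0.020, adjusted p = 0.040 over the 2 comparisons by Benjamini-Hochberg). Between the control sets the fullest window held 28, on chromosome 6, and permutations reached 31 (p = 0.073, adjusted p = 0.073), which did not pass. The first is consistent with some clustering of the called loci, from a single window, and does not tell a segment of DNA from genes expressed together.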
